# Canonical WNT/β-Catenin Signaling Activated by WNT9b and RSPO2 Cooperation Regulates Facial Morphogenesis in Mice

**DOI:** 10.3389/fcell.2020.00264

**Published:** 2020-05-08

**Authors:** Yong-Ri Jin, Xiang Hua Han, Katsuhiko Nishimori, Dan Ben-Avraham, Youn Jeong Oh, Jae-won Shim, Jeong Kyo Yoon

**Keywords:** R-spondin2, Wnt9b, WNT signaling, facial development, cleft lip, cleft palate

## Abstract

The R-spondin (RSPO) family of proteins potentiate canonical WNT/β-catenin signaling and may provide a mechanism to fine-tune the strength of canonical WNT signaling. Although several *in vitro* studies have clearly demonstrated the potentiation of canonical WNT signaling by RSPOs, whether this potentiation actually occurs in normal development and tissue function *in vivo* still remains poorly understood. Here, we provide clear evidence of the potentiation of canonical WNT signaling by RSPO during mouse facial development by analyzing compound *Wnt9b* and *Rspo2* gene knockout mice and utilizing *ex vivo* facial explants. *Wnt9b;Rspo2* double mutant mice display facial defects and dysregulated gene expression pattern that are significantly more severe than and different from those of *Wnt9b* or *Rspo2* null mutant mice. Furthermore, we found suggestive evidence that the LGR4/5/6 family of the RSPO receptors may play less critical roles in WNT9b:RSPO2 cooperation. Our results suggest that RSPO-induced cooperation is a key mechanism for fine-tuning canonical WNT/β-catenin signaling in mouse facial development.

## Introduction

In mice, WNT/β-catenin signaling plays a significant role during facial development. Dysregulation of WNT/β-catenin signaling by ablation or activation of the *Ctnnb1* (β*-Catenin*) gene function within facial primordia results in severe defects in many facial structures (Brault et al., 2001; Reid et al., 2011; Wang et al., 2011; He and Chen, 2012). Similarly, mice lacking the *Lrp6* WNT receptor gene, or both the *Lrp5*, another WNT receptor gene, and *Lrp6* genes also exhibit severe facial developmental deficits (Song et al., 2009; Joeng et al., 2011), distinctly indicating the specific roles of WNT/β-catenin signaling in facial structure development. Multiple WNT ligands and their co-regulators are expressed within facial primordia in mouse embryos (Summerhurst et al., 2008; Geetha-Loganathan et al., 2009). Among them, *WNT3* and *WNT9B*/*Wnt9b* mutations are associated with cleft palate/lip phenotype in humans and mice, respectively (Niemann et al., 2004; Menezes et al., 2010; Jin et al., 2012; Fontoura et al., 2015), suggesting that they are specific WNT ligands critical for facial development. Intrinsic differences among WNT ligands and the presence of their extracellular coactivators and inhibitors can control the specificity and strength of WNT/β-catenin signaling. However, the mechanism by which WNT3 and WNT9b integrate with other WNT signaling regulators to generate fine-tuned WNT signaling during facial morphogenesis is still unclear.

The R-spondin (RSPO) family of proteins are known for their roles in potentiating or synergistically activating canonical WNT/β-catenin signaling in the presence of the WNT ligands (Jin and Yoon, 2012; Raslan and Yoon, 2019). RSPOs inhibit activities of plasma membrane-bound E3 ubiquitin ligases, zinc and ring finger 3 (ZNRF3), and ring finger 43 (RNF43), both of which are specifically engaged in the degradation of the WNT receptors, Frizzleds (FZDs) and likely LRP5/6 (Hao et al., 2012). RSPOs simultaneously bind ZNRF3/RNF43 and leucine-rich repeat-containing G protein-coupled receptor 4/5/6 (LGR4/5/6) to induce endocytosis of ZNRF3/RNF43 (Xie et al., 2013). Therefore, expression levels of WNT receptors on the plasma membrane increase, resulting in sensitization of the signaling response to the WNT ligands (Wang et al., 2011). Alternatively, independent from the ZNRF3/RNF43-mediated mechanism, RSPOs synergistically activate WNT/β-catenin signaling through LGR4 and the associated scaffold protein, IQ motif-containing GTPase-activating protein 1 (IQGAP1) (Carmon et al., 2014). Upon binding of RSPO to LGR4, IQGAP1 brings RSPO-LGR4 to the WNT signaling complex through enhanced IQGAP1-DVL interaction. As a scaffold, IQGAP1 binds a plethora of intracellular signaling molecules, including MAP kinases, and modulates their activities (Carmon et al., 2014). The interaction between IQGAP1 and MEK1/2 potentiates β-catenin-dependent signaling by promoting phosphorylation of WNT receptor LRP5/6 (Carmon et al., 2014). Furthermore, there is emerging evidence that supports LGR4/5/6-independent WNT signaling activation by the cooperative action of WNT and RSPO (Lebensohn and Rohatgi, 2018; Szenker-Ravi et al., 2018; Raslan and Yoon, 2019). Therefore, RSPOs play critical roles in regulating the activation of WNT/β-catenin signaling by different mechanisms. Despite an accumulation of data in recent years, there has been no confirmation as to whether RSPOs along with WNT ligands indeed potentiate or cooperatively activate WNT/β-catenin signaling *in vivo*, especially during development.

Previously, we reported that the inactivation of the *Rspo2* gene results in reduced WNT/β-catenin signaling mainly within the mandibular branchial arch 1 (MdBA1), resulting in cleft palate accompanying the deformation of MdBA1-derived bone structures (Jin et al., 2011). In this study, we proposed that unknown WNT ligands that are expressed in the ectoderm of MdBA1 are likely to cooperate with mesenchymal-derived RSPO2 to regulate MdBA1 morphogenesis and subsequently jawbone development. Mice lacking the *Wnt9b* gene exhibited cleft lip with cleft palate, which resulted from a retarded outgrowth and subsequent failed fusion of the nasal processes (NP) and maxillary process of branchial arch 1 (MxBA1) due to significantly diminished WNT/β-catenin signaling (Jin et al., 2012). Although the facial defects are mainly restricted to the upper jaw in *Wnt9b* mutant mice and the lower jaw in *Rspo2* mutant mice, respectively, considering the robust *Wnt9b* expression in facial processes, it is highly probable that WNT9b is a specific ectoderm-derived WNT ligand working cooperatively with mesenchyme-derived RSPO2 to regulate WNT/β-catenin signaling during facial development.

In the present study, we systematically investigated how *Wnt9b* and *Rspo2* genes function cooperatively to regulate WNT/β-catenin signaling during facial development by utilizing *in vivo* “loss of function” mouse models and *ex vivo* “gain of function” facial explants cultures. *Wnt9b;Rspo2* double-gene knockout (DKO) mice exhibited defective facial phenotypes that were much more severe than those of *Wnt9b* or *Rspo2* single-gene knockout mice. We found that WNT/β-catenin signaling within the facial primordia is activated by the cooperative action between ectoderm-derived WNT9b and mesenchyme-derived RSPO2 and is crucial for growth and patterning of the facial structures in mice. Intriguingly, our results suggest that the LGR4 family of RSPO receptors may play less significant roles in WNT9b:RSPO2-mediated WNT signaling regulation in the development of facial structures.

## Results

### RSPO2 and WNT9b Synergistically Induce WNT/β-Catenin Signaling

We have previously proposed that RSPO2 expressed within the ectomesenchyme of mandibular branchial arch1 (BA1) may potentiate canonical WNT/β-catenin signaling with unknown WNT ligand(s) expressed in ectodermal epithelial cells of BA1 (Jin et al., 2011). Considering the known facial defects observed in *Wnt9b* gene KO mice (Jin et al., 2011, 2012), we reasoned that WNT9b, among the WNT ligands expressed in the BA1, likely activates WNT/β-catenin signaling in a cooperative manner with RSPO2 within the BA1. We first compared *Wnt9b* and *Rspo2* expression in the facial processes of mouse embryos at E10.5 (embryonic 10.5 days post coitum). We detected *Wnt9b* gene expression within the ectoderm of both the BA1 and NPs adjacent to the *Rspo2* expression domain (Figure 1A). The expression of a WNT/β-catenin signaling reporter, *TopGAL* transgene, was detected within both the ectoderm and mesenchyme of the BA1 (Figure 1A). Their expression domains suggest that WNT9b is likely the previously suspected ectoderm-derived WNT ligand and that, together with RSPO2, it may regulate the activation of WNT/β-catenin within the facial processes including BA1.

**FIGURE 1:**
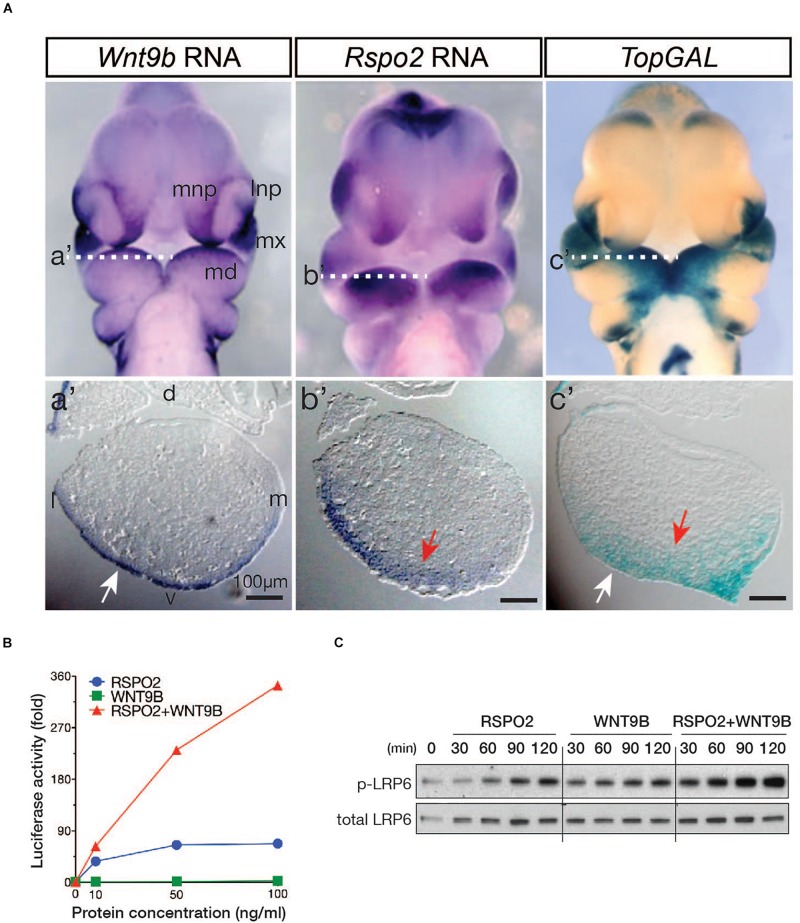
**(A)** Expression of the *Wnt9b* and *Rspo2* genes and a WNT reporter, *TopGAL*, in mouse embryos at E10.5. Frontal images are shown. Transverse section planes within the BA1 are marked by white-dotted lines, and the matching images of transverse sections are shown as a’, b’, and c’. Only the left side of the BA1 is shown. Orientation of the sections is indicated by dorsal/ventral (d/v) and lateral/medial (l/m) labels. **(B)** *STF* reporter assay. HEK293T cells were transfected with 20 ng of WNT signaling *STF* reporter and 10 ng TK-*Renilla* luciferase DNA in triplicate in 48-well plates. At 2 days after transfection, cells were treated with recombinant WNT9b and RSPO2 proteins with the indicated concentrations for 24 h. *STF* luciferase activities were normalized by *Renilla* luciferase activities. **(C)** Phosphorylated and total LRP6 protein levels were determined by Western blot analysis. HEK293T cells were treated with WNT9b (20 ng/ml) and RSPO2 (200 ng/ml) proteins for the indicated duration.

To determine whether WNT9b and RSPO2 cooperatively induce WNT/β-catenin signaling, we examined the activity of WNT/β-catenin signaling reporter *SuperTopFlash* (*STF*) in HEK293T cells treated with recombinant RSPO2 and WNT9b proteins. While WNT9b or RSPO2 alone only induced a weak to mild activation of the *STF* reporter, combined treatment of RSPO2 and WNT9b produced a strong synergistic activation of the *STF* reporter in a dose-dependent manner (Figure 1B). Furthermore, phosphorylation of the LRP6 receptor at serine 1490, the earliest indication of WNT/β-catenin activation, was also synergistically enhanced within 30 min with co-treatment of the RSPO2 and WNT9b ligands (Figure 1C). These *in vitro* data raise the possibility that RSPO2 and WNT9b expressed within the BA1 and NPs may cooperate to activate WNT/β-catenin signaling.

To determine whether WNT9b and RSPO2 together can potentiate WNT/β-catenin signaling *in vivo*, we examined the expression of a WNT/β-catenin signaling reporter, *TopGAL* transgene, in *Wnt9b^–/–^*, *Rspo2^–/–^*, and *Wnt9b^–/–^;Rspo2^–/–^* (DKO) embryos at E10.5 and E11.0, respectively (Figure 2A). As previously reported (Jin et al., 2011, 2012), *TopGAL* expression was mainly diminished in the MNP of *Wnt9b^–/–^* embryos and the BA1 of *Rspo2^–/–^* embryos. However, the *TopGAL* expression domain was significantly reduced in both the BA1 and NPs of the DKO embryos, with a significantly lower expression level than those in *Wnt9b* or *Rspo2* single-gene mutant embryos. The expression of *Axin2*, a bona fide WNT/β-catenin signaling target gene, was severely downregulated in both the MxBA1/NPs and MdBA1 of DKO embryos compared to that in single *Wnt9b* or *Rspo2* mutants (Figure 2B). Furthermore, WNT9b and RSPO2 co-treatment in cultured whole BA1 explants induced *Axin2* expression in a cooperative manner (Figure 2C). Similarly, *Axin2* expression was induced cooperatively by WNT9b and RSPO2 in BA1 mesenchyme explants. RSPO2 alone could not induce *Axin2* expression in the BA1 mesenchyme explants because ectoderm-derived WNT9b (or other WNTs) is not present. Taken together, these results confirm cooperation between WNT9b and RSPO2 in the regulation of WNT/β-catenin signaling in developing facial structure.

**FIGURE 2:**
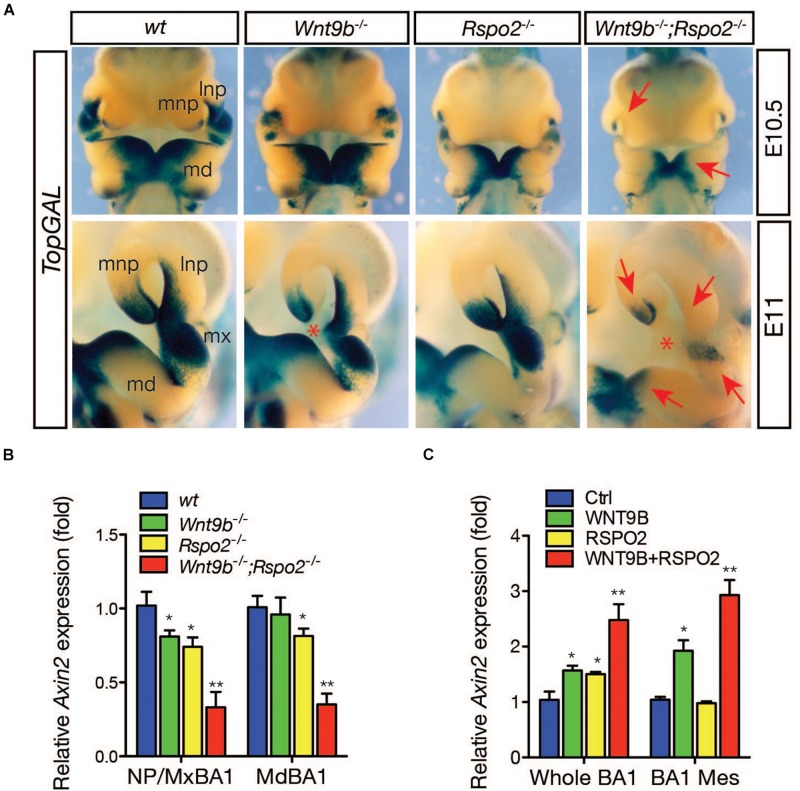
**(A)** Expression of WNT/β-catenin signaling reporter, *TopGAL* transgene, in the facial processes at E10.5-11 embryos (*n* = 3 for each embryonic age). To correctly visualize *TopGAL* expression, we used *Rspo2^Δ*ZN*^* null mice in which the *LacZ* and neomycin-resistance genes inserted into the *Rspo2* locus were removed. Embryos were incubated with X-gal substrate for 8 h. Red arrows indicate reduced or absent *TopGAL* expression. Red asterisk indicates a gap between lnp and mnp produced by a failure of nasal process fusion. lnp, lateral nasal process; mdBA1, mandibular process of the branchial arch 1; mnp, medial nasal process; mxBA1, maxillary process of the branchial arch 1. **(B)** qRT-PCR analysis for *Axin2* expression in the facial process explants (*n* = 4, NP/MxBA1, nasal process/maxillary branchial arch 1 and MdBA1, mandibular branchial arch 1) dissected from *Wnt9b*KO, *Rspo2*KO, and DKO embryos at E10.5. **(C)** qRT-PCR analysis for *Axin2* expression in the facial process explants (*n* = 4, whole BA1, whole mandibular branchial arch 1 and BA1 Mes, mesenchymal part of the mandibular branchial arch 1) cultured in the presence of WNT9b (20 ng/ml) and/or RSPO2 (200 ng/ml) proteins. Error bars represent the standard error of the mean (SEM). *p < 0.05; **p < 0.01.

### Cooperative Function by WNT9b and RSPO2 Regulates Gene Expression Within Facial Processes

To determine whether cooperation between the RSPO2 and WNT9b is a major regulatory mechanism within facial processes, we examined the expression of *Fgf8* and *Msx1*, two WNT target genes expressed in the ectoderm and mesenchyme, respectively (Song et al., 2009; Wang et al., 2011), in DKO embryos. Expression of both genes was dramatically reduced in DKO embryos, indicating a loss of synergy between the *Wnt9b* and *Rspo2* genes (Figure 3A). In addition to *Fgf8* and *Msx1*, the expressions of additional markers, *Fgf10* and *Msx2*, were synergistically reduced in the upper facial processes and MdBA1 of DKO embryos (Figures 3B,C), providing strong evidence for cooperation between *Wnt9b* and *Rspo2* gene function.

**FIGURE 3:**
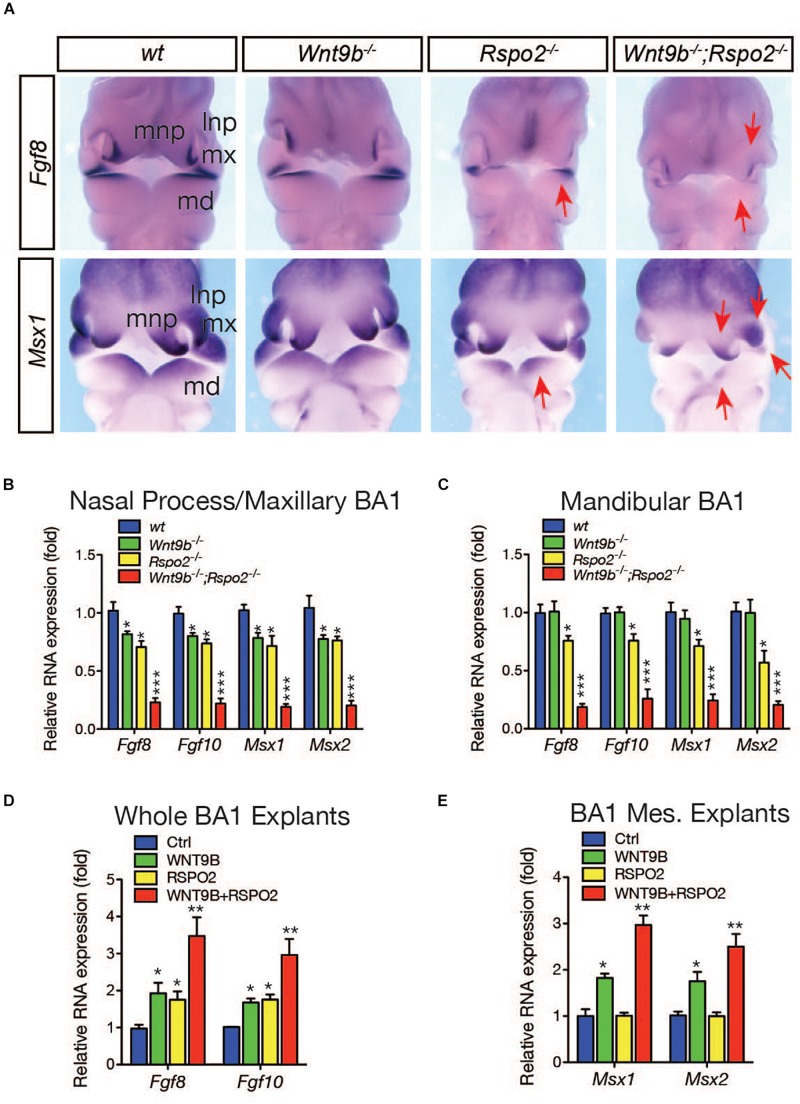
**(A)** Whole mount *in situ* hybridization analysis for *Fgf8* and *Msx1* gene expressions in wild-type, *Wnt9b*KO, *Rspo2*KO, and DKO embryos (*n* = 3) at E10.5. Red arrows indicate the reduced gene expression. **(B,C)** qRT-PCR analysis of marker gene expression in the facial process explants (*n* = 4) dissected from *Wnt9b*KO, *Rspo2*KO, and DKO embryos at E10.5. **(D,E)** qRT-PCR analysis of marker gene expression in the facial process explants (*n* = 4) cultured in the presence of WNT9b (20 ng/ml) and/or RSPO2 (200 ng/ml) proteins. *p < 0.05, **p < 0.01, and ***p < 0.005.

Next, we examined the cooperative action of WNT9b and RSPO2 by utilizing *ex vivo* explant cultures. In a whole BA1 explant culture, the expression of ectodermal markers *Fgf8* and *Fgf10* was robustly induced by the co-treatment of WNT9b and RSPO2 at a level significantly higher than those induced by WNT9b or RSPO2 treatment alone (Figure 3D). In BA1 mesenchyme explants, co-treatment with WNT9b and RSPO2 generated even more evident cooperation between WNT9b and RSPO2. While RSPO2 was unable to induce the expression of mesenchymal markers *Msx1* and *Msx2* due to the absence of ectoderm-derived WNT, WNT9b, and RSPO2 together induced the expression of these marker genes to levels significantly higher than those with WNT9b treatment alone (Figure 3E).

To determine the effect of the loss of the cooperative function by WNT9b and RSPO on global gene expression patterns during facial development, we sequenced RNA samples isolated from the facial primordia explants of *wild-type*, *Wnt9b*KO, *Rspo2*KO, and DKO embryos at E10.5, respectively. 

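RNA from the mandibular and maxillary branchial arch and the nasal processes of embryos at E10.5 was sequenced, and the authors deposited the number of reads counted on each gene in each library, without normalization. The authors trimmed the reads with Cutadapt, mapped them to GRCm38 with STAR and counted them with HTSeq-Count. The counts analysed here come from 11 libraries, of which 2 are labelled wild type (wt) and 3 each are labelled Wnt9bKO, Rspo2KO and DKO. Total counts were 11136166 and 16764595 in the wt libraries. They ranged from 13220768 to 17455921 in the libraries labelled Rspo2KO (median 15802301), from 16815155 to 17156003 in those labelled Wnt9bKO (median 16948615) and from 15821745 to 18017344 in those labelled DKO (median 16266505). Of the 38561 genes counted, 36723 have an entry in the gene annotation. The 17317 genes that passed edgeR's filter on low counts were tested. Levels are given in CPM, the counts of a gene relative to the total counts of its library after scaling by the TMM method. Genotypes were compared by edgeR's two-sided quasi-likelihood test with all 11 libraries in a single model, so that the spread between replicates was shared across genotypes, and p-values were adjusted by the Benjamini-Hochberg method.

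The genes deleted in these mice were examined first. *Rspo2* (ENSMUSG00000051920) lies on chromosome 15 of GRCm38 from 43020794 to 43170826. Its level was 14.8 and 16.0 CPM in the wt libraries and 6.59, 4.80 and 4.74 CPM in the libraries labelled Rspo2KO. In the libraries labelled Wnt9bKO 1, 2 and 3 it was 22.8, 2.86 and 18.1 CPM, and in those labelled DKO 1, 2 and 3 it was 4.17, 3.68 and 15.5 CPM. The library labelled Wnt9bKO 2 thus had a lower *Rspo2* level than any library labelled Rspo2KO, and the library labelled DKO 3 had a level between those of the wt libraries. Against wt, the log2 fold change of *Rspo2* was -1.53 in the libraries labelled Rspo2KO (standard error 0.64, adjusted p = 0.358), -0.08 in those labelled Wnt9bKO (standard error 0.61, adjusted p = 0.939) and -0.99 in those labelled DKO (standard error 0.62, adjusted p = 0.262). Before adjustment, the fall under Rspo2KO had a quasi-likelihood p of 0.032. The model shares the spread of all libraries. With only the libraries labelled Rspo2KO and wt in the model, the fall under Rspo2KO passed after adjustment (-1.52, adjusted p = 0.00752). It also passed without the filter on low counts (-1.52, adjusted p = 4.68e-06), while its adjusted p ranged up to 0.693 over the alternatives. Under DKO the fall passed without the library labelled DKO 3 (-1.98, adjusted p = 0.0314) and without the filter (-0.97, adjusted p = 0.00115), with a range up to 0.518. Without the filter the log2 fold changes hardly moved, although the DKO libraries differ widely. Those 2 passes thus rest on how the spread was estimated and not on a larger change. All libraries were kept under their labels, so comparisons with the labels Wnt9bKO and DKO include a library that its *Rspo2* counts go against.

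*Wnt9b* (ENSMUSG00000018486) lies on chromosome 11 from 103727364 to 103749821. Its level was 12.1 ± 1.84 CPM (SD, n = 2) in wt, 14.7 ± 1.91 CPM (SD, n = 3) in the libraries labelled Rspo2KO, 18.6 ± 4.08 CPM (SD, n = 3) in those labelled Wnt9bKO and 19.4 ± 1.05 CPM (SD, n = 3) in those labelled DKO. The log2 fold change of *Wnt9b* against wt was 0.61 in the libraries labelled Wnt9bKO (standard error 0.18, adjusted p = 0.0187) and 0.68 in those labelled DKO (standard error 0.18, adjusted p = 0.0138). The rise under DKO passed in all 19 alternatives with a test, and that under Wnt9bKO in 17 of 19. The latter failed with only the groups compared (0.61, adjusted p = 0.0501) and without the library labelled Wnt9bKO 1 (0.42, adjusted p = 0.0564). The counts are per gene and do not show which exons of *Wnt9b* or *Rspo2* the reads came from.

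**Figure D1:**
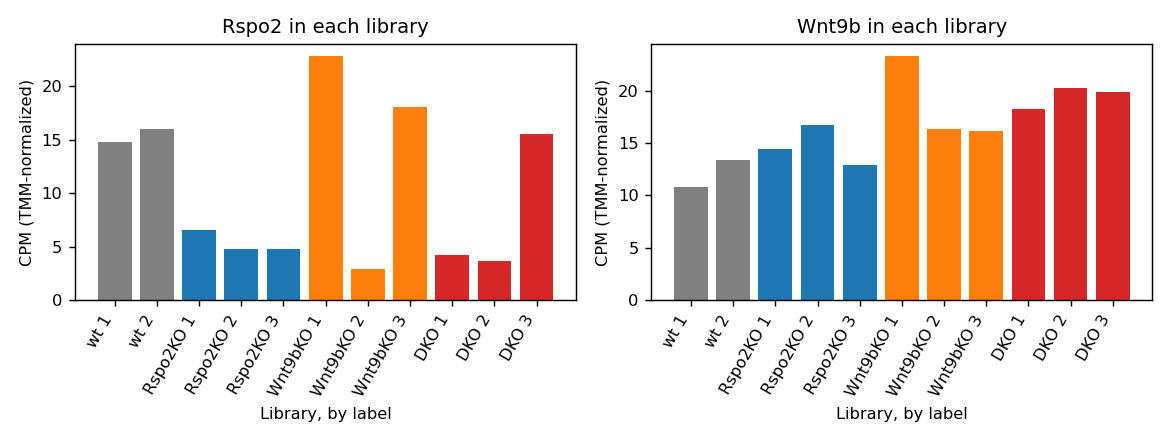
Levels of *Rspo2* and *Wnt9b* in CPM (vertical axes) in each of the 11 libraries, a bar per library, coloured by label. *Rspo2* was 2.86 CPM in the library labelled Wnt9bKO 2 and 15.5 CPM in the library labelled DKO 3, and no library labelled Wnt9bKO or DKO had less *Wnt9b* than the wt libraries.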

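With an unadjusted p below 0.05 and a change of more than 1.5-fold against wt, 4288 genes differed in the libraries labelled Wnt9bKO (2478 higher and 1810 lower), 811 in those labelled Rspo2KO (692 higher and 119 lower) and 3540 in those labelled DKO (2185 higher and 1355 lower). With an adjusted p below 0.05 and the same fold threshold, the counts were 3677 (2091 higher and 1586 lower), 6 (5 higher and 1 lower) and 2895 (1722 higher and 1173 lower). The adjusted counts under Wnt9bKO and DKO moved most with edgeR's glmTreat, a test against 1.5-fold, to 834 and 555, and the adjusted count under Rspo2KO moved most when genes with low counts were kept, to 418. Between the libraries labelled DKO and those labelled Wnt9bKO, 21 genes passed the adjusted threshold (11 higher and 10 lower in DKO), against 1603 between the labels DKO and Rspo2KO (818 higher and 785 lower). The embryos also differed by sex, since *Xist* (ENSMUSG00000086503), which is transcribed from the inactive X chromosome, was at 680 and 906 CPM in wt and 1040 to 1469 CPM in the libraries labelled DKO but below 2 CPM in each library labelled Wnt9bKO or Rspo2KO. In addition, small nuclear RNAs together took 348.9 to 412.9 CPM in the libraries labelled wt and Rspo2KO but 71.2 to 84.9 in those labelled Wnt9bKO and DKO, so that this difference between libraries and the *Wnt9b* genotype cannot be told apart.

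Among the genes with no overlap between mutant and wt libraries, most of the largest rises and falls were in pseudogenes, noncoding RNAs, a histone gene and sex-linked genes. For pseudogenes, small nuclear RNAs and histones the counting of reads shared between copies is uncertain. In the libraries labelled Wnt9bKO, the lincRNA gene *Gm26825* (ENSMUSG00000097554) was at least 72.3-fold higher than in wt, the pseudogene *Gm13394* (ENSMUSG00000083773) at least 250-fold higher and the pseudogene *Gm8494* (ENSMUSG00000094090) at least 31.6-fold higher. The largest falls under the same label were in *Hist1h4m* (ENSMUSG00000069306, log2 fold change -9.02), which had 6 and 2068 counts in the wt libraries themselves, in *Xist* (-8.82) and in ENSMUSG00000089855 (-7.88), which the annotation does not name. In the libraries labelled DKO, *Gm26825* was at least 127-fold higher, the protein-coding gene *Gm4737* (ENSMUSG00000048087) at least 35.2-fold higher and *Gm8494* at least 27.9-fold higher. The small nuclear RNA genes *Gm22513* (ENSMUSG00000096349) and *Gm24305* (ENSMUSG00000095590) were at least 322-fold and at least 22.5-fold lower under that label, and the log2 fold change of ENSMUSG00000089855 was -8.91. In the libraries labelled Rspo2KO, the Y-linked genes *Kdm5d* (ENSMUSG00000056673) and *Eif2s3y* (ENSMUSG00000069049) rose by log2 fold changes of 8.47 and 7.48, the pseudogene *Eif3s6-ps2* (ENSMUSG00000091697) was at least 48.6-fold higher, and *Xist* fell by 9.18 on the log2 scale. Apart from *Hist1h4m* (adjusted p = 0.0233) and *Gm4737* (adjusted p = 0.0126), the adjusted p of each of these genes was at most 0.000244. Over the alternatives counted as having a test, *Hist1h4m* passed in 13 of 17 and *Gm4737* in 17 of 18, and neither passed with DESeq2. Their log2 fold changes with DESeq2 were -9.07 and 9.44, so it may have given no adjusted p for them rather than a failed test. *Hist1h4m* failed without the library labelled Wnt9bKO 1, 2 or 3 (adjusted p = 0.0545, 0.0588 and 0.0707). Without the library labelled wt 2 its log2 fold change was -2.15.

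**Figure D2:**
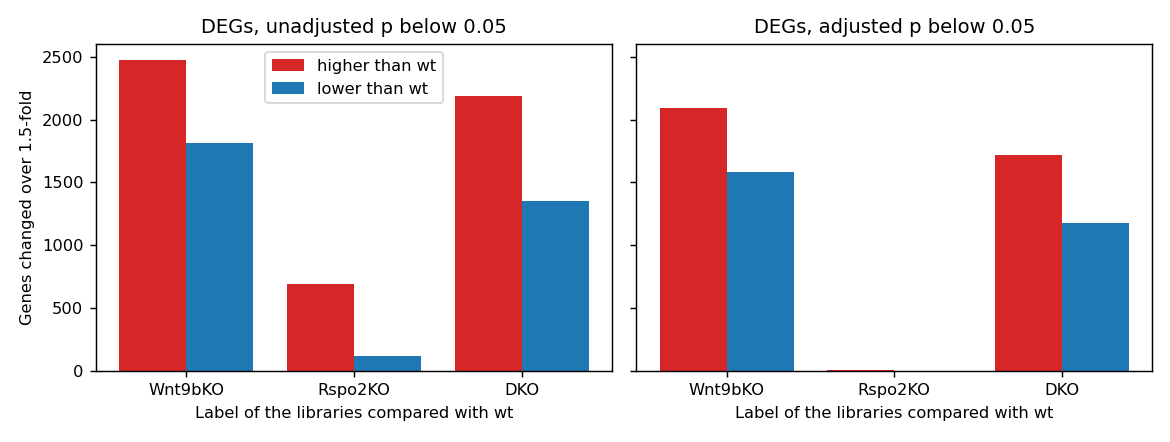
Number of genes changed by more than 1.5-fold against wt (vertical axis) for each label, at an unadjusted p below 0.05 (left) and an adjusted p below 0.05 (right), with genes higher than wt in red and lower in blue. For the label Rspo2KO the count falls from 811 to 6 between the panels, and for the label DKO from 3540 to 2895.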

When compared with wild-type mice, 1,633, 128, and 1,364 differentially expressed genes (DEGs) that were either upregulated or downregulated by more than 1.5-fold were identified in *Wnt9b*KO, *Rspo2*KO, and DKO mice, respectively (Figures 4A,B). 

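A list of 142 genes of the WNT pathway (ligands, receptors, intracellular components and inhibitors, without *Wnt9b* and *Rspo2*) was written by hand in place of a gene ontology term, and 135 of its genes were tested. Of these, 26 were among the DEGs of the libraries labelled Wnt9bKO (18 higher and 8 lower than wt), which is 19.3% of the list against 24.8% of all genes tested (odds ratio 0.723, one-sided Fisher's exact test p = 0.947, Benjamini-Hochberg p of 1 over the 7 list tests). The odds ratio moved most with DESeq2 in place of edgeR, to 1.42 (Fisher's exact p = 0.0701). DESeq2 tested 28088 genes, so the list was there compared with more genes of low counts. Without a fold threshold, 41 genes of the list had an adjusted p below 0.05, whether p-values were adjusted over all genes tested or over the list alone. The genes of the list with the smallest p and a change over 1.5-fold were *Gsk3b* (ENSMUSG00000022812), with a log2 fold change of 1.48 (standard error 0.17, adjusted p = 4.28e-05), *Sfrp2* (ENSMUSG00000027996), with 1.14 (standard error 0.16, adjusted p = 0.000143), *Vangl2* (ENSMUSG00000026556), with 1.12 (standard error 0.16, adjusted p = 0.000151), *Lrp6* (ENSMUSG00000030201), with 0.94 (standard error 0.13, adjusted p = 0.000172), and *Csnk1g2* (ENSMUSG00000003345), with -0.77 (standard error 0.11, adjusted p = 0.000210). These directions follow the labels, and the library labelled Wnt9bKO 2, whose *Rspo2* counts are low, is included.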

In the gene ontology analysis for the biological processes, the DEGs in *Wnt9b*KO did not show any significant association with WNT signaling (Figure 4C and Supplementary Table S1). This result may be explained in part by very weak *STF* reporter activity induced by WNT9b and relatively normal *TopGAL* expression in *Wnt9b* KO mice (Figures 1B,C). However, even though a relatively small number of DEGs were identified in *Rspo2* KO mice, we found that 10 DEGs in *Rspo2*KO mice are significantly associated with WNT signaling (Figure 4C and Supplementary Table S2). 

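In the libraries labelled Rspo2KO, 10 of the tested WNT pathway genes were DEGs at an unadjusted p below 0.05, of which 6 were higher and 4 lower than in wt. They made up 7.4% of the list against 4.7% of all genes tested, an odds ratio of 1.64 (one-sided Fisher's exact test p = 0.102, Benjamini-Hochberg p of 0.714). With DESeq2, which tested 28088 genes, the odds ratio was 2.78 (Fisher's exact p = 0.00738), and with edgeR and no filter on low counts it was 2.17 (Fisher's exact p = 0.0141). Both settings add genes of low counts to those the list is compared with. Lists of cell cycle and apoptosis genes under DKO rose in both settings too, so the rise is not particular to WNT genes. No gene of the list reached an adjusted p below 0.05 over all genes tested, and 3 did when p-values were adjusted over the list alone.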

Interestingly, in DKO mice, 21 DEGs were found to be associated with WNT signaling, revealing an intensified association to WNT signaling compared to *Rspo2* KO or *Wnt9b* KO mice (Figure 4C and Supplementary Table S3).

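The libraries labelled DKO had 24 WNT pathway genes among their DEGs, 18 higher and 6 lower than in wt, with the library labelled DKO 3 included although its *Rspo2* level is that of wt. This is 17.8% of the list against 20.4% of all genes tested (odds ratio 0.84, one-sided Fisher's exact test p = 0.809, Benjamini-Hochberg p of 1). The odds ratio rose above 1 with DESeq2 (1.39, Fisher's exact p = 0.0998), without the low-count filter (1.391, Fisher's exact p = 0.0807), without the library labelled DKO 1 (1.03, Fisher's exact p = 0.487) and with DEGs taken at the adjusted threshold (1.02, Fisher's exact p = 0.496). DESeq2 and the fit without the filter compare the list with more genes of low counts, and lists of other genes rose in them too. Adjusted over all genes tested, 33 genes of the list had a p below 0.05, and 32 did when adjusted over the list. The genes with the smallest p and a change over 1.5-fold were *Gsk3b*, with a log2 fold change of 1.42 (standard error 0.17, adjusted p = 6.26e-05), *Csnk1d* (ENSMUSG00000025162), with -0.65 (standard error 0.09, adjusted p = 0.000191), *Vangl2*, with 1.10 (standard error 0.16, adjusted p = 0.000203), *Csnk1g2*, with -0.75 (standard error 0.11, adjusted p = 0.000280), and *Sfrp2*, with 0.97 (standard error 0.16, adjusted p = 0.000527).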

**FIGURE 4:**
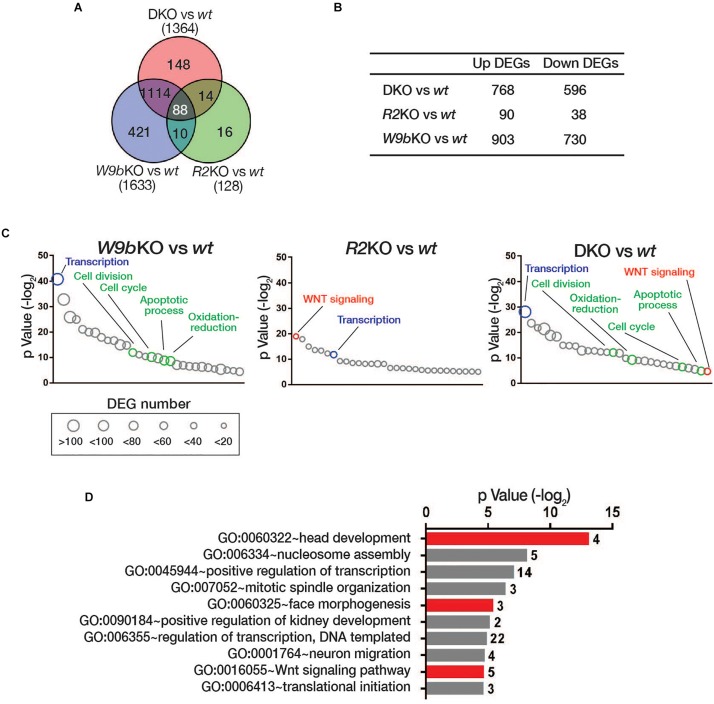
**(A)** Venn diagram of differential gene expression analysis in the facial processes of wild type, *Wnt9b*KO, *Rspo2*KO, and DKO by RNA sequencing. The numbers of the differentially expressed genes (DEGs) with more than 1.5-fold change in *Wnt9b*KO, *Rspo2*KO, and DKO compared to wild type (*n* = 3 for each genotype). **(B)** The number of DEGs upregulated or downregulated in *Wnt9b*KO, *Rspo2*KO, and DKO embryos. **(C)** Gene ontology analysis of the DEGs in *Wnt9b*KO, *Rspo2*KO, and DKO embryos, respectively. The biological processes that are common in all three KO backgrounds and are only associated with *Wnt9b*KO and DKO are shown in blue and green, respectively. Gene numbers in each GOTERM are represented by circles with different diameters. **(D)** Gene ontology analysis for the biological processes for the subgroup DEGs in DKO mice regulated by *Wnt9b:Rspo2* cooperative function. The number of genes belonging to the GOTERM are shown at the right end of each bar.

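At the unadjusted threshold, 1313 DEGs were found under the label Wnt9bKO alone, 178 under Rspo2KO alone and 552 under DKO alone. The labels Wnt9bKO and DKO shared 2432 DEGs that Rspo2KO lacked, Wnt9bKO and Rspo2KO shared 77 that DKO lacked, Rspo2KO and DKO shared 90 that Wnt9bKO lacked, and 466 were found under every label. Of the 2898 DEGs shared between Wnt9bKO and DKO in all, 2895 changed in the same direction under both, and these amount to 81.8% of the DEGs under DKO. Part of the sharing is built in, because each label was compared with the same wt libraries. Across the genes tested, which are not independent replicates, the log2 fold changes under Wnt9bKO and DKO had a Pearson correlation of 0.907, those under Wnt9bKO and Rspo2KO of 0.498, and those under Rspo2KO and DKO of 0.485. The shared wt libraries alone make such correlations positive. The size of that part was not estimated, so the values 0.498 and 0.485 do not show shared changes.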

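A gene was counted as synergistic when it was a DEG in the libraries labelled DKO and its absolute log2 fold change there exceeded the sum of the absolute log2 fold changes under the labels Wnt9bKO and Rspo2KO. This held for 460 genes, of which 227 were higher and 233 lower than in wt, and 345 are protein-coding. An adjusted p below 0.05 in the comparison of DKO with wt was reached by 342 of them. In 130 of the 460, the changes under the Wnt9bKO and Rspo2KO labels had opposite signs. The count fell most, to 302, when genes were required to have at least 10 counts in every library. Departure from additive log2 changes was also tested directly, as the interaction of the genotypes in edgeR's model. Of the 460 genes, 24 had an interaction p below 0.05 before adjustment and 0 after it.

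Over all genes tested, 1636 had an interaction p below 0.05 and 11 an adjusted interaction p below 0.05. The smallest p-values belonged to *Xist*, with an interaction of 18.70 on the log2 scale (adjusted p = 8.22e-14), and to the Y-linked genes *Uty* (ENSMUSG00000068457, -10.09, adjusted p = 7.27e-07), *Kdm5d* (-14.41, adjusted p = 1.34e-06), *Eif2s3y* (-12.99, adjusted p = 1.46e-06) and *Ddx3y* (ENSMUSG00000069045, -12.50, adjusted p = 1.38e-05). These genes follow the sex of the embryos, with *Ddx3y* at 57.6 to 75.7 CPM in the libraries labelled Wnt9bKO and Rspo2KO and at most 4.43 CPM in those labelled wt and DKO.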

We further selected 102 DEGs in DKO mice whose expression exhibited a synergistic pattern when compared to their expression levels in *Wnt9b* and *Rspo2* KO mice (Supplementary Figure S1). 

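Of the WNT pathway genes, *Rspo3*, *Sfrp1*, *Vangl1* and *Znrf3* were among the synergistic DEGs, named here because they are the whole of a short list and thus after their values were seen. Their log2 fold changes in the libraries labelled DKO were 0.59, 0.76, 0.69 and -0.70, so that 3 rose and *Znrf3* fell. The 4 genes are 3.0% of the list against 2.7% of all genes tested, an odds ratio of 1.12 (one-sided Fisher's exact test p = 0.484, Benjamini-Hochberg p of 1). With the GC content and length of genes corrected for in each library, the odds ratio was 0.285 (Fisher's exact p = 0.969).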

Gene ontology analysis of these DEGs also identified a significant association with WNT signaling (Figure 4D). Other notable biological processes identified were “regulation of transcription,” “face morphogenesis,” and “head development.” 

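A list of 46 genes of face and head development, written by hand and tested in full, had 0 genes among the synergistic DEGs of the libraries labelled DKO (odds ratio 0, one-sided Fisher's exact test p = 1). The odds ratio moved most without the library labelled DKO 3, to 2.44 (Fisher's exact p = 0.094), and without the library labelled Wnt9bKO 2, to 2.29 (Fisher's exact p = 0.155). With signed log2 changes added in place of absolute ones, it was 1.19 (Fisher's exact p = 0.508). Without regard to synergy, 9 of the 46 genes had an adjusted p below 0.05 in the comparison of DKO with wt, and 8 did when p-values were adjusted over the list. By limma's camera method, the list fell from Wnt9bKO to DKO by a median of -0.14 (9 of 46 higher, camera p of 0.00243, or 0.0146 after adjustment). These labels also differ in sex, and camera was set to assume a correlation of only 0.01 between the genes of a list. Between DKO and wt the median was 0.05 (camera p of 0.801), and for the interaction of the genotypes it was -0.08 (camera p of 0.882).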

Taken together, both individual marker gene expressions and transcriptome analysis by RNA sequencing highlight the significance of WNT signaling cooperatively regulated by WNT9b and RSPO2. This process is crucial for the regulation of transcription within the facial processes and facial morphogenesis.

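The marker genes measured elsewhere by qRT-PCR or *in situ* hybridization were each counted in these libraries, in which the upper face and the mandibular arch were not separated. *Axin2* (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783) was at 54.0 ± 1.40 CPM (SD, n = 2) in wt and 55.3 ± 11.3 CPM (SD, n = 3) in the libraries labelled DKO, a log2 fold change of 0.03 (standard error 0.21, adjusted p = 0.923). Under the labels Wnt9bKO and Rspo2KO its log2 fold changes were 0.08 (adjusted p = 0.790) and -0.28 (adjusted p = 0.634). *Fgf8* (ENSMUSG00000025219) changed by -0.71 on the log2 scale under the label Rspo2KO (standard error 0.26, adjusted p = 0.298) and by -0.18 under DKO (standard error 0.26, adjusted p = 0.644). *Msx1* (ENSMUSG00000048450) was at 131 ± 8.76 CPM (SD, n = 2) in wt, 87.3 ± 50.6 CPM (SD, n = 3) under Wnt9bKO, 70.4 ± 2.39 CPM (SD, n = 3) under Rspo2KO and 70.3 ± 22.4 CPM (SD, n = 3) under DKO. Its log2 fold changes were -0.59 (adjusted p = 0.228), -0.90 (adjusted p = 0.338) and -0.90 (adjusted p = 0.0762). Before adjustment, the quasi-likelihood p of *Msx1* was 0.025 under Rspo2KO and 0.0246 under DKO, and that of *Fgf8* 0.0163 under Rspo2KO. The adjusted calls for *Msx1* depended on the processing. Over 19 alternatives with a test its adjusted p ranged from 0.00205 to 0.576 under Wnt9bKO (2 below 0.05). Under Rspo2KO it ranged from 1.84e-05 to 0.694 (2 below 0.05) and under DKO from 1.24e-06 to 0.216 (5 below 0.05). The lowest values came without the filter on low counts, where the log2 fold changes hardly moved (-0.58, -0.89 and -0.89). *Msx1* was lowest, at 35.1 CPM, in the library labelled Wnt9bKO 2, and the DKO library with the most *Msx1*, at 95.4 CPM, was DKO 3. In the comparison of DKO with wt, the log2 fold change was -0.01 for *Fgf10* (ENSMUSG00000021732, adjusted p = 0.973), a direction that several alternatives reversed, and -0.29 for *Msx2* (ENSMUSG00000021469, adjusted p = 0.545).

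*Bmp4* (ENSMUSG00000021835) and *Edn1* (ENSMUSG00000021367) had log2 fold changes of 0.11 (adjusted p = 0.756) and 1.09 (adjusted p = 0.0538) under DKO, *Edn1* with only 13 and 9 counts in the wt libraries. Before adjustment, the rise of *Edn1* under DKO had a quasi-likelihood p of 0.0152. For *Edn1* under DKO, 7 of 18 alternatives with a test gave an adjusted p below 0.05, in a range from 0.0333 to 0.165. The receptor genes *Lgr4* (ENSMUSG00000050199), *Lgr5* (ENSMUSG00000020140) and *Lgr6* (ENSMUSG00000042793) had log2 fold changes of -0.18, -0.32 and -0.79 under DKO, with adjusted p-values of 0.225, 0.436 and 0.237. With the GC content and length of genes corrected for, *Lgr4* fell by 0.37 under DKO (adjusted p = 0.0141, with a range from 0.0135 to 0.478 over its alternatives) and by 0.28 under Wnt9bKO (adjusted p = 0.0454, with a range from 0.0439 to 0.961). *Lgr6* had 5 and 19 counts in the wt libraries.

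Of a hand-written list of 21 target genes of WNT/β-catenin signaling, 20 were tested together by limma's camera method. The median log2 fold change of the list was -0.04 under Wnt9bKO, with 9 genes higher and 11 lower than in wt and a camera p of 0.297. Under Rspo2KO it was -0.18, with 15 of 20 genes lower and a camera p of 0.00698 (0.0209 after Benjamini-Hochberg adjustment over the labels). Under DKO it was -0.24, with 14 of 20 genes lower and a camera p of 0.0452 (0.0678 after adjustment). Adjusted over all genes tested, 4 genes of the list had a p below 0.05 under DKO, 4 under Wnt9bKO and 0 under Rspo2KO. Under DKO and Wnt9bKO these were *Znrf3*, *Dkk1*, *Bambi* and *Notum*, all lower than in wt and named after their values were seen. Their log2 fold changes under DKO were -0.70, -1.36, -0.66 and -1.41. Adjusted over the list alone, 4 passed under DKO and 0 under Wnt9bKO. Without the library labelled DKO 3 the median under DKO was -0.41 with a camera p of 0.00421, and over 19 alternatives with a test this p ranged up to 0.154, with 11 below 0.05. By limma's roast method, which allows for the correlation between the genes of the list, the p-values were 0.401, 0.254 and 0.153. All of these comparisons are between labels, and the libraries labelled Wnt9bKO 2 and DKO 3 are included. In the paper, marker genes and the transcriptome analysis are said to highlight the significance of WNT signaling under joint control of WNT9b and RSPO2.

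**Figure D3:**
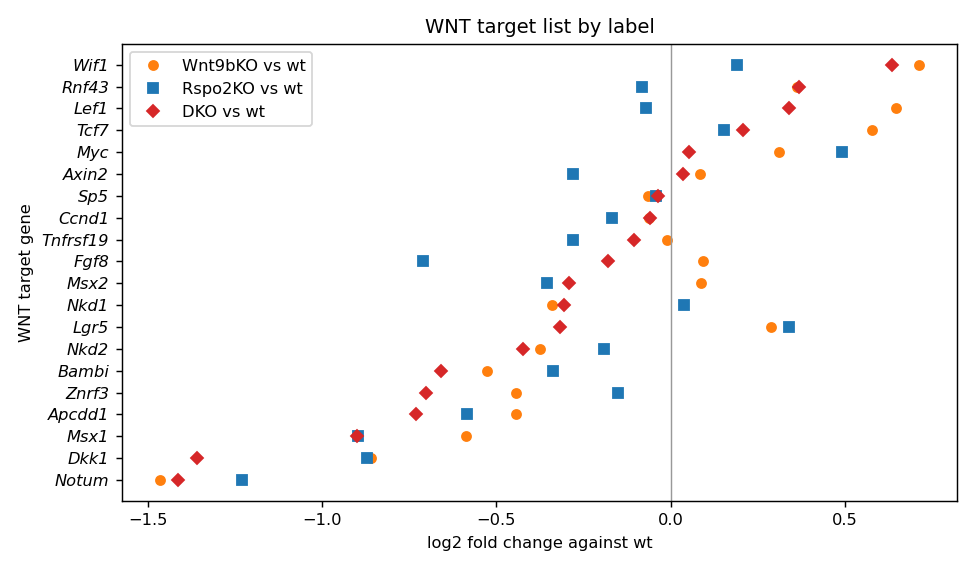
Log2 fold change against wt (horizontal axis) of each of the 20 tested WNT target genes (vertical axis), in order of the change under the label DKO, with a point for each label. Under the label DKO 14 of the genes lie below 0, and under Wnt9bKO 11 do.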

### Cellular and Morphological Defects Caused by Loss of WNT9B:RSPO2 Cooperation

Our previous studies have demonstrated that cellular defects observed in *Rspo2* KO and *Wnt9b* KO mice are different (Jin et al., 2011, 2012). Cell proliferation evaluated by phospho-histone H3 expression was normal in the mesenchymal cells within the MdBA1 of both *Rspo2^–/–^* and *Wnt9b^–/–^* embryos (Figures 5A,B), consistent with our earlier results (Jin et al., 2011, 2012). However, there was a dramatic reduction in the number of proliferating cells within the mesenchymal compartment of the MdBA1 in DKO embryos at E10.5 (Figures 5A,B). These results clearly demonstrate that cooperation between WNT9b and RSPO2 is important for the regulation of cell proliferation. Because only significant loss of WNT signaling activity in DKO embryos results in cell proliferation defects, a mild or moderate level of WNT signaling in *Wnt9b^–/–^* or *Rspo2^–/–^* appears to be enough for the proliferation of the MdBA1 mesenchymal cells. In addition, cell proliferation within the MxBA1 and NP also significantly decreased in DKO embryos (Figures 5A,B). We previously demonstrated that the reduced cell proliferation in the MxBA1/NP of *Wnt9b^–/–^* embryos is dependent on FGF signaling activated by ectoderm-derived FGF8 and FGF10 (Jin et al., 2012). Because both *Fgf8* and *Fgf10* expression showed a synergistic reduction in the MdBA1 and MxBA1/NP of DKO mice (Figures 3A,B), WNT9b:RSPO2 cooperation likely regulates cell proliferation through FGF signaling in the facial processes.

**FIGURE 5:**
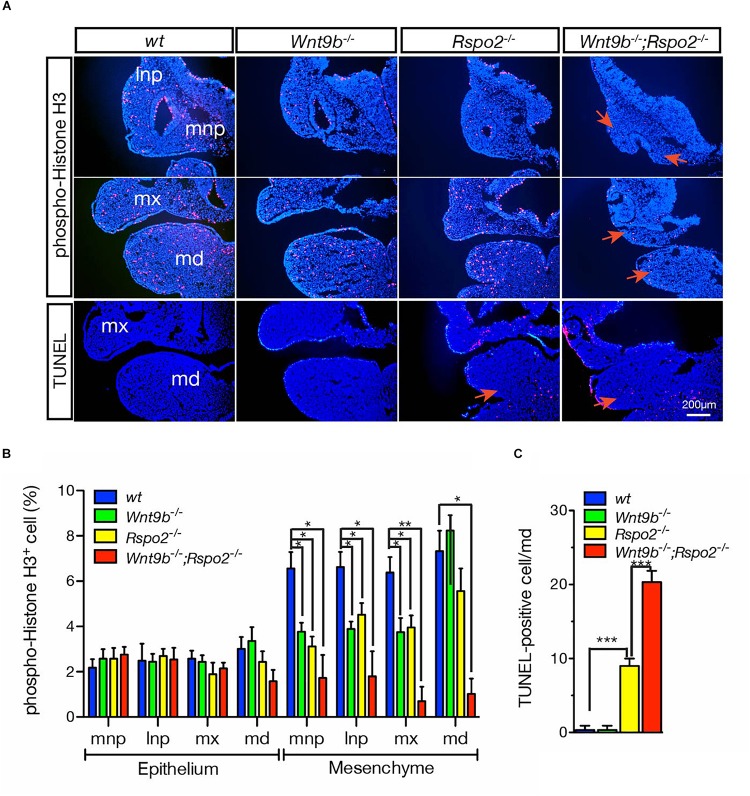
**(A)** Cell proliferation and apoptosis in the facial processes of wild-type, *Wnt9b*KO, *Rspo2*KO, and DKO embryos at E10.5. Immunofluorescence staining of phospho-histone H3 for cell proliferation and TUNEL staining for cell apoptosis were performed on cryosections. DAPI (blue) was used for nuclei counterstaining. Red arrows point at the area showing changes in cell proliferation and apoptosis. Three embryos of each genotype were analyzed. **(B)** Quantitation of phospho-histone H3-positive cells presented as a percentage of total cells. Three embryos for each mutant background were used for collecting the data. **(C)** Quantitation of TUNEL-positive cells presented as a percentage of total cells. Three embryos for each mutant background were used for collecting the data. Error bars represent the standard error of the mean (SEM). *p < 0.05; **p < 0.01; ***p < 0.005.

We further found that WNT9b:RSPO2 cooperation also regulates cell death in the MdBA1. No significant cell death was evident in the MdBA1 of *Wnt9b^–/–^* embryos, whereas a significant amount of apoptotic cell death was observed within the aboral domain of MdBA1 in *Rspo2^–/–^* embryos (Figures 5A,C; Jin et al., 2011, 2012). In contrast, a synergistic increase in apoptotic cells was only observed within the mesenchymal compartment of the MdBA1 in DKO embryos at E10.5 (Figures 5A,C). These results suggest that WNT9b:RSPO2 cooperation is critical for cell survival in the mesenchymal compartment of the MdBA1. It appears that *TopGAL* expression levels are correlated with the extent of cell apoptosis. *TopGAL* expression in the MdBA1 of *Wnt9b^–/–^* embryos is very similar to that of wild-type embryos (Figure 2A). In contrast, *TopGAL* expression is significantly reduced in the MdBA1 of *Rspo2^–/–^* embryos and further reduced in DKO embryos. Furthermore, we previously showed that expression of *Fgf8*, *Edn1*, and *Bmp4*, WNT/β-catenin targets, is significantly reduced in the MdBA1 of *Rspo2^–/–^* embryos and proposed that disruption of multiple signaling activities may lead to cell apoptosis (Jin et al., 2011). Because severely reduced *Fgf8* and *Fgf10* expressions were detected in DKO embryos (Figures 3A,B), we assume that severe loss of WNT/β-catenin signaling activity may disrupt multiple signaling activities including FGF signaling and cause cell apoptosis.

Collectively, these results clearly demonstrate that WNT9B:RSPO2 cooperation is critical for both the proliferation and the survival of MdBA1 mesenchymal cells, whereas this cooperation may be less critical for cell proliferation in MxBA1 and NP mesenchymal cells. Furthermore, the identification through gene ontology analysis of a significant association of the DEGs in DKO with gene ontology terms such as “cell cycle,” “cell division,” and “apoptotic process” (Figure 4D) is supportive to these results.

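Of 100 hand-listed cell cycle genes, 97 were tested, and 17 were DEGs in the libraries labelled DKO (6 higher and 11 lower than in wt). This is 17.5% of the list against 20.4% of all genes tested (odds ratio 0.826, one-sided Fisher's exact test p = 0.798). Of 67 apoptosis genes, 65 were tested and 13 were DEGs (6 higher and 7 lower), which is 20.0% of the list (odds ratio 0.973, one-sided Fisher's exact test p = 0.585). Both have a Benjamini-Hochberg p of 1. With DESeq2 the odds ratios were 1.59 for the cell cycle (Fisher's exact p = 0.0618) and 1.80 for apoptosis (Fisher's exact p = 0.0481). DESeq2 tested more genes of low counts, and the odds ratio of the WNT list under DKO rose with it as well. The median log2 fold change of the cell cycle list was -0.07 under DKO, with 41 of 97 genes higher than in wt, and that of the apoptosis list was -0.10, with 23 of 65 higher. Camera gave p-values of 0.097 and 0.128 for these shifts, which were 0.166 and 0.212 after adjustment over 48 tests of lists. For the interaction of the genotypes the median of the cell cycle list was 0.10 on the log2 scale, with 66 of 97 genes above 0 (camera p of 0.00216, or 0.0146 after adjustment), and that of the apoptosis list was 0.10, with 46 of 65 above 0 (camera p of 0.026, or 0.0693 after adjustment). The interaction has the same pattern over the labels as the sex of the embryos, and camera assumed a correlation of only 0.01 between the genes of a list.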

To further determine how the loss of cooperation by RSPO2 and WNT9b affects facial structure development, we performed phenotypic analyses on *Wnt9b^–/–^* KO, *Rspo2^–/–^* KO, and *Wnt9b^–/–^;Rspo2^–/–^* DKO mice at E18.5. DKO mice exhibit significantly more severe facial defects than do either *Rspo2^–/–^* or *Wnt9b^–/–^* mice at E18.5 (Figure 6A). Mandibles of DKO mice were significantly smaller than those of *Rspo2^–/–^* or *Wnt9b^–/–^* mice. The cleft lip phenotype in DKO mice was more severe than the one detected in *Wnt9b^–/–^* mice. Of note, bilateral cleft lip, a phenotype never observed in *Rspo2^–/–^* mice, was observed in some *Rspo2^–/–^* mice in a *Wnt9b*^±^ background (50%, 3/6). In contrast, *Wnt9b^–/–^* mice in a *Rspo2*^±^ background showed the phenotype identical to *Wnt9b^–/–^* in a wild-type background. In addition, DKO mice exhibit some defects that were neither evident nor present in either *Rspo2^–/–^* or *Wnt9b^–/–^* mice. Upper jaw hypoplasia and open eyelids were never detected in *Wnt9b* or *Rspo2* single-mutant mice (Figure 6A). Measurements of skull dimensions and landmarks indicated that the lengths of the Meckel’s cartilage, mandible, upper jaw, and skull of DKO mice were significantly shorter than those of *Rspo2^–/–^* and *Wnt9b^–/–^* mice (Figure 6B), whereas the width of the skull was unchanged. Taken together, our results clearly show that while there are unique and independent functions of *Wnt9b* and *Rspo2* in facial development, a cooperative function between the *Wnt9b* and *Rspo2* genes plays a critical role in normal facial development and that a disruption of this cooperation results in severe cellular and morphological defects.

**FIGURE 6:**
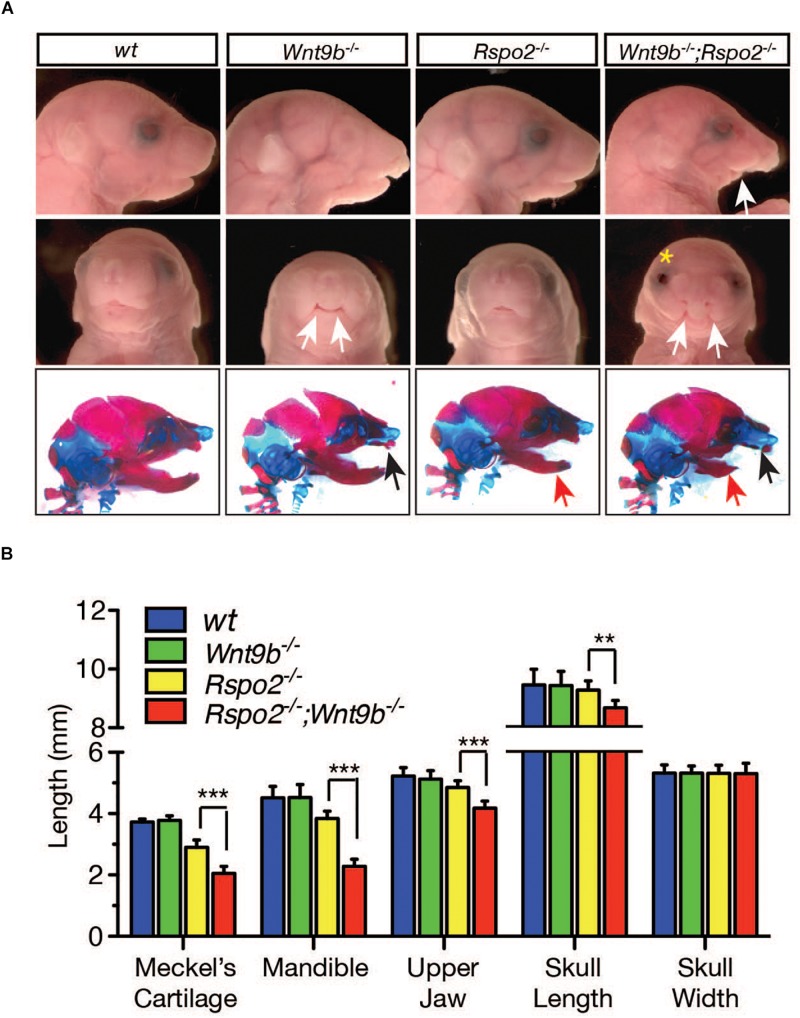
**(A)** Gross head morphology and skeleton (bottom panel) of wild-type, *Wnt9b*KO, *Rspo2*KO, and DKO animals at E18.5 obtained from mating between compound *Wnt9b^±^;Rspo2^±^* male and female mice. The compound *Wnt9b^±^;Rspo2^±^* mice were normal and fertile. Lateral view (top and bottom panels) and frontal view (middle panel) are shown. The white eye color of *Wnt9b*KO is not a specific phenotype but is due to the mixed genetic background of *Wnt9b*KO mice. White arrows indicate severe defect in the lower jaw (top panel) and cleft lip phenotype in the upper jaw (middle panel). Yellow asterisk indicates the open-eye phenotype observed in DKO mice. Black and red arrows in the bottom panel specify maxillary and mandibular defects, respectively. **(B)** Measurement of various parameters of skull dimensions. Three to four fetuses were used for the measurement. Error bars represent the standard error of the mean (SEM). **p < 0.01; ***p < 0.005.

### A Possible Role of the LGR4 Family of Receptors in WNT9B:RSPO2 Cooperation During Facial Development

Three members of the LGR4 family of G protein-coupled receptors (LGR4, LGR5, and LGR6) play a central role as RSPO receptors for WNT:RSPO cooperation in many cellular contexts (Han et al., 2014; Krausova and Korinek, 2014; Gong et al., 2015; Zhang et al., 2017; Kriz and Korinek, 2018). However, it is still unclear whether the LGR4 family of receptors plays a central role in WNT9b:RSPO2 cooperation during embryonic facial development. Firstly, we assessed the expression of all three members of the *Lgr4* gene family within the developing facial structures of mouse embryos by whole-mount *in situ* hybridization and cryo-sectioning of the stained embryos. All of the *Lgr4*-family genes were expressed within the facial processes with a very distinctive but largely non-overlapping pattern at E10.5 (Figure 7A), suggesting that all LGR4-family receptors may play a key role in WNT9b:RSPO2 cooperation. Surprisingly, the expressions of *Fgf8* and *Msx1* genes were primarily unaffected within the facial process of *Lgr4*, *Lgr5*, and *Lgr6* gene KO embryos at E10.5 (Figure 7B). This suggests that the individual LGR4 family members do not have any function in *Fgf8* and *Msx1* expression.

**FIGURE 7:**
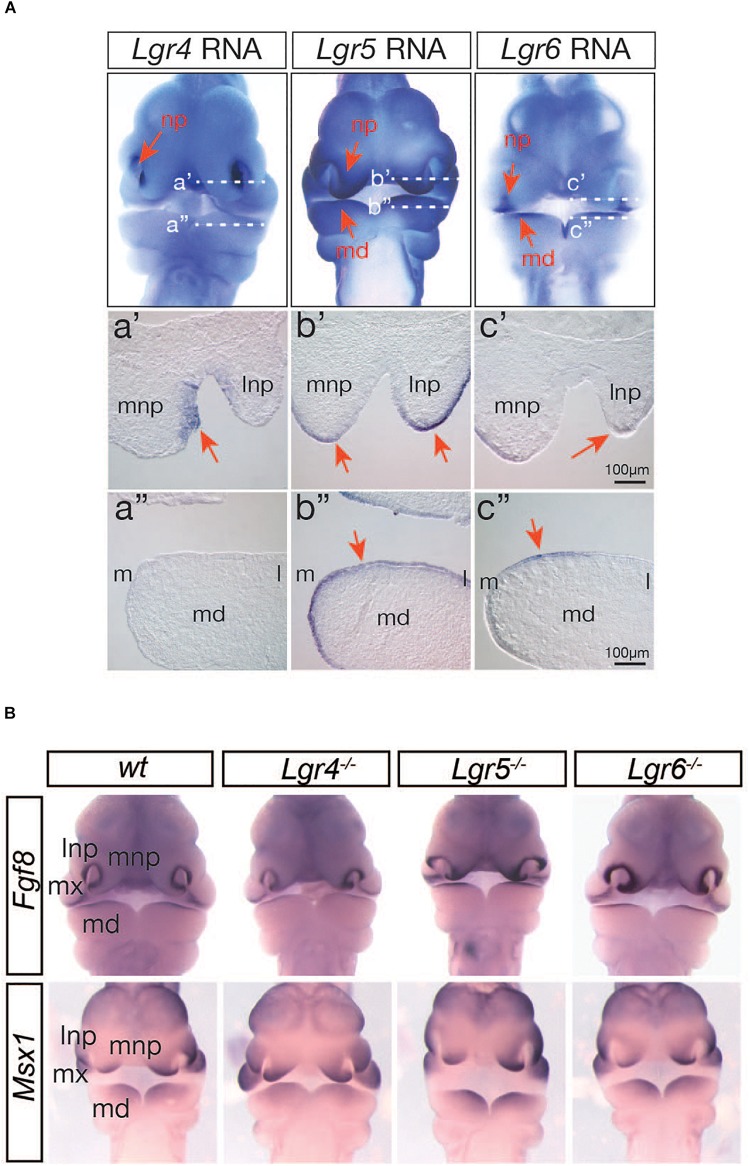
**(A)** Expression of *Lgr4/5/6* genes in the facial processes in mouse embryos at E10.5 determined by whole-mount *in situ* hybridization. Red arrows indicate lateral and medial nasal processes (np) and mandibular branchial arch 1 (md). Transverse section images of the matching stained embryos are presented. White-dotted lines (a’ and a”) indicated the section planes. Orientation of sections is indicated by lateral and medial nasal processes (lnp and mnp) and medial (m) and lateral (l) sides of the md. Only the right side of the md is presented. **(B)** Whole-mount *in situ* hybridization analysis of *Fgf8* and *Msx1* expression in *Lrg4*, *Lgr5*, and *Lgr6* KO mice (*n* = 4) at E10.5.

Structural analysis of RSPO and LGR4 by X-ray crystallography previously identified key amino acids within the RSPO proteins that are required for the interactions with their receptors (Wang et al., 2013; Xu et al., 2013; Zebisch and Jones, 2015). In RSPO2, R65 and Q70 are required for binding ZNRF3/RNF43, whereas F105 and F109 are essential for binding the LGR4 family of receptors (Figure 8A). We produced recombinant RSPO2 proteins carrying mutations on those amino acids to determine whether RSPO2 binding to the LGR4 family is important for WNT9B:RSPO2 cooperation. The R2(RQ) mutant, in which both R65 and Q70 were converted to A, completely lost its ability to generate cooperation with WNT9B in the *STF* reporter assay (Figure 8B) and LRP6 phosphorylation in HEK293T cells (Figure 8C). Interestingly, the R2(FF) mutant that cannot bind the LGR4 family of receptors presented a significant cooperative activity with WNT9B, ∼50% of wild-type RSPO2 proteins (Figures 8B,C).

**FIGURE 8:**
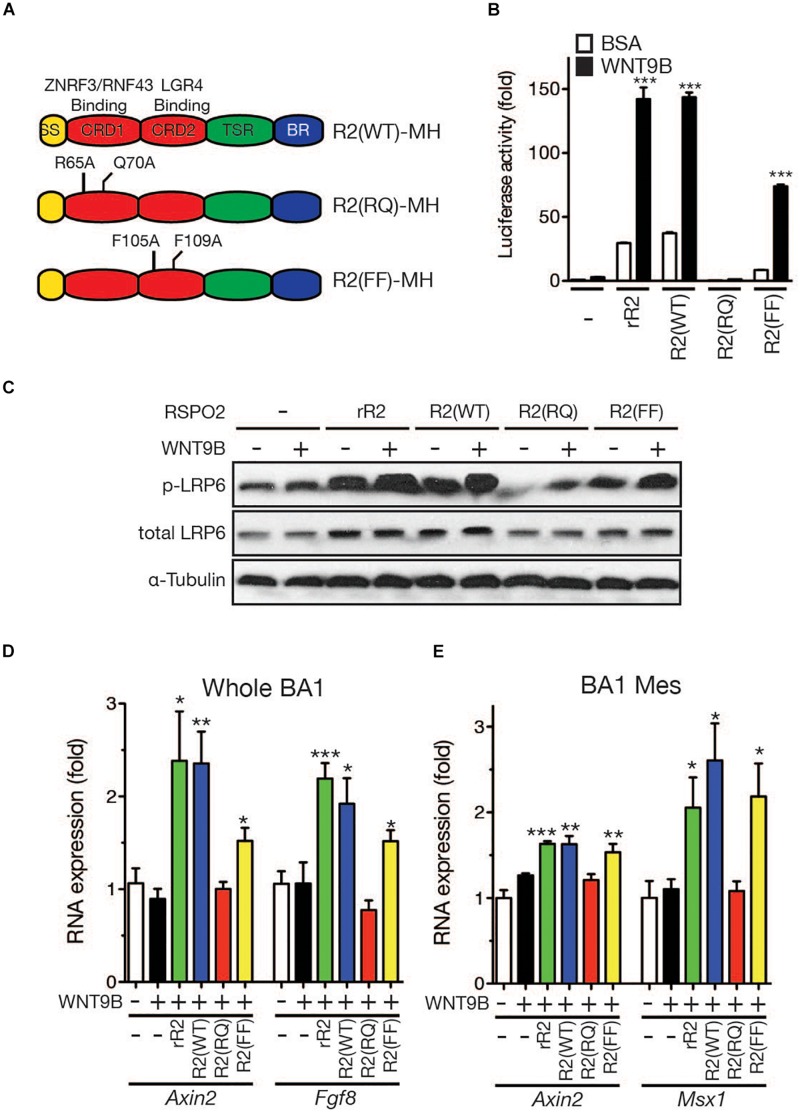
**(A)** Schematic structure of the RSPO2 protein and its derivatives. Mutated amino acid residues are labeled. **(B)** *STF* reporter assay to determine the cooperative activity between the WNT9b and RSPO2 mutant proteins. HEK293T cells were transfected, and reporter assay was performed as described in the Figure 1 caption. **(C)** LRP6 phosphorylation by Western blot analysis. Total LRP6 and α-tubulin expressions were also determined for normalization and loading controls. **(D,E)** qRT-PCR analysis of marker gene expression in the facial process explants (*n* = 4, whole BA1, whole mandibular branchial arch 1; BA1 Mes, mesenchymal part of the mandibular branchial arch 1) cultured in the presence of WNT9b (20 ng/ml) and/or RSPO2 (200 ng/ml) proteins. Error bars represent the standard error of the mean. *p < 0.05; **p < 0.01; ***p < 0.005.

Next, we determined the cooperative activities of these RSPO2 mutant proteins in facial process explant culture. In whole BA1 explants, while co-treatment with wild-type RSPO2 and WNT9B effectively induced *Axin2* and *Fgf8* expression, co-treatment with WNT9B and R2(RQ) mutant protein failed to induce both marker genes (Figure 8D). Consistent with the results from HEK293T cells, the R2(FF) mutant, which is unable to bind LGR, significantly induced marker genes at 60-70% the level of wild-type RSPO2. In BA1 mesenchymal explants, the R2(FF) mutant protein exhibited a cooperative activity with WNT9B comparable to wild-type RSPO2 protein, while the R2(RQ) mutant was unable to generate any cooperative activity (Figure 8E). Together with the expression pattern of *Fgf8* and *Msx1* genes in *Lgr4* gene family mutant mice, these results suggest that the LGR4 family of receptors may not play a major role for RSPO2:WNT9B cooperation during facial development.

## Discussion

### Cooperative Activation of Canonical WNT Signaling by WNT9b and RSPO2 During Facial Morphogenesis in Mice

Canonical WNT signaling is one of the major signaling pathways that regulate facial morphogenesis during development. Disruption of canonical WNT signaling by gene knockout in mice or inherited mutations in humans clearly show the importance of the canonical WNT signaling pathway during facial morphogenesis (Niemann et al., 2004; Menezes et al., 2010; Jin et al., 2012; Fontoura et al., 2015). The RSPO family of proteins is a co-activator for canonical WNT signaling, generating a synergistic activation of canonical WNT signaling together with WNT ligands. Therefore, co-presence or single presence of the WNT and RSPO proteins will produce a range of WNT signaling activity, providing a fine-tuning of canonical WNT signaling.

Our study showed that the ectoderm-derived WNT9b ligand and the underlying mesenchyme-derived RSPO2 protein work together cooperatively to control canonical WNT signaling activity within the facial processes. Ablation of both the *Wnt9b* and *Rspo2* genes resulted in severe abnormalities in facial structures, whereas an individual loss of the *Wnt9b* or *Rspo2* gene showed milder or non-identical phenotypes. 

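Tested as a whole by camera, the 135 WNT pathway genes had a median log2 fold change of 0.10 under the label Wnt9bKO (79 genes higher than wt, p of 0.264), -0.01 under Rspo2KO (64 higher, p of 0.55) and 0.07 under DKO (75 higher, p of 0.334). From Wnt9bKO to DKO the median of the list changed by -0.03, with 52 genes higher (camera p of 0.401), and from Rspo2KO to DKO by 0.09, with 81 genes higher (camera p of 0.0901). For the interaction the camera p of this list was 0.912. Among the 48 tests of lists, the adjusted p-values of these 6 tests lay between 0.16 and 0.931.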

Transcriptome analysis showed that the genes associated with canonical WNT signaling were significantly affected in the *Rspo2* and *Rspo2;Wnt9b* double mutants, which is not the case in *Wnt9b* mutant mice. Therefore, cooperation between WNT9b and RSPO2 generates a different developmental outcome compared to WNT9b- or RSPO2-dependent outcomes. It is possible that the phenotypes detected in *Wnt9b* mutants may not be entirely the result of the disruption of canonical WNT signaling. Indeed, the *Wnt9b* gene function during kidney development has previously been shown to engage in both canonical and non-canonical WNT signaling (Carroll et al., 2005; Karner et al., 2009; Karner et al., 2011). Thus, some defects may be the result of a disruption of non-canonical WNT signaling. Furthermore, it is possible that some of the different outcomes may be partly a result of a differential strength of canonical WNT signaling, especially compared with the phenotypes in *Rspo2* and double mutants. While we did not investigate this in our study, an open-eye phenotype is only observed in double mutant mice, suggesting that strong canonical WNT signaling may be a key for proper eyelid development.

Within the facial processes, the *Wnt9b* gene is not the only *Wnt* gene known to be expressed (Summerhurst et al., 2008). The remaining question is whether WNT9b is the only WNT ligand working with RSPO2 or whether other expressed WNT ligands also cooperate with RSPO2 to regulate canonical WNT signaling within more specific parts of the facial structures. So far, no other *Wnt* genes, except *Wnt3*, have been linked to facial development. Humans carrying *WNT3* gene mutation display cleft lip/palate phenotype (Niemann et al., 2004). Therefore, WNT3 ligands are a potential candidate to cooperate with RSPO2. Since mice lacking the *Wnt3* gene die during gastrulation (Barrow et al., 2007), it is still unknown whether WNT3 is directly involved in facial development or not. Phenotypic analysis of compound mice heterozygous to the *Wnt3* gene and homozygous to the *Rspo2* gene would be interesting and provide a more complete picture of how canonical WNT signaling operates during facial development in mice.

### The Role of the LGR4 Family of Receptors in the Potentiation of WNT9b Signaling by RSPO2

The members of the LGR4 family of receptors are essential components for the regulation of RSPO’s cooperation with WNT ligands (Raslan and Yoon, 2019). They are involved in either inhibition of ZNRF3/RNF43 function or direct activation of canonical WNT signaling. It is obviously important to determine whether the LGR4 family of receptors are a part of WNT9b:RSPO2 cooperation during facial development. However, in this study, we did not observe any defects in facial morphology and marker gene expression in mice lacking each *Lgr4-*family gene. Because the LGR4-family receptors are known to have a similar function in RSPO binding and WNT signaling potentiation, our results suggest the possibility of either gene compensation or no functional role of the LGR4-family receptors. A largely non-overlapping expression pattern of the *Lgr4*-family genes in the facial structures may work against gene compensation. However, because the expression of genes of other *Lgr* families in each *Lgr4* family mutant is unknown, a possibility of gene compensation still remains. Interestingly, the facial phenotypes of *Lrg5;Lgr6* (Supplementary Figure S2), and *Lgr4;Lgr5* gene double-knockout mice (Kinzel et al., 2014) are relatively normal and did not mimic that of *Wnt9b;Rspo2* gene DKO mice, indicating that there is no compensation of gene functions between *Lgr5* and *Lgr6* or *Lgr4* and *Lgr6*.

A recent *in vitro* study strongly demonstrated that RSPOs, especially RSPO2 and RSPO3, potentiate WNT signaling independent of the LGR4-family receptors (Lebensohn and Rohatgi, 2018; Park et al., 2018; Szenker-Ravi et al., 2018). Most recently, *Lgr4;Lgr5;Lgr6* gene triple-knockout mice have been generated and their phenotypes described (Szenker-Ravi et al., 2018). In this study, *Rspo2* is shown to function independently of the *Lgr4* receptor family genes during limb development. Interestingly, the facial phenotype of *Lgr4;Lgr5;Lgr6* gene triple-knockout newborn mice did not show significant similarities to that of *Wnt9b;Rspo2* DKO except cleft palate. The expressions of facial prominence-specific WNT signaling target genes, such as *Fgf8* and *Msx1*, in the triple-knockout mice is currently not known and need to be examined in the future. An overall phenotype of triple-knockout mice and our collective data suggest that the LGR4-family receptors may play a less critical role in WNT9b:RSPO2 cooperation during facial development.

In conclusion, our data demonstrate that the RSPO2 protein potentiates canonical WNT9b-induced β-catenin signaling *in vivo* during mouse facial development. Interestingly, and consistent with other recent findings (Lebensohn and Rohatgi, 2018; Szenker-Ravi et al., 2018), WNT/β-catenin signaling potentiation by RSPO2 may be less dependent on the LGR4-family receptors in facial development. Our findings will have broad implications for WNT:RSPO cooperation, and they add to our understanding of normal physiological and pathological development associated with WNT signaling.

## Materials and Methods

### Animals

*Rspo2* null, *Rspo2^Δ*ZN*^* (an *Rspo2* null allele that a *LacZ* and neomycin-resistance gene cassette was removed), and *Wnt9b* mutant mice (Nam et al., 2007; Jin et al., 2011, 2012), and *Lgr4* mutant mice (Kato et al., 2007) were maintained in our laboratory. *Lgr5*, *Lgr6* mutant, and *TopGAL* mice were acquired from The Jackson Laboratory (Bar Harbor, ME, United States). The genotyping of these mice was performed as described previously (Jin et al., 2011, 2012) or according to the protocol available from The Jackson Laboratory. Mice were housed in a specific pathogen-free animal facility, and animal handling and experimental procedures were approved by the Institutional Animal Care and Use Committee of Maine Medical Center and Soonchunhyang University.

### Skeletal Preparation, β-Galactosidase Staining, and Whole-Mount *in situ* Hybridization

Skeletal preparation, whole-mount β-Galactosidase staining using X-gal substrate, and whole-mount *in situ* hybridization were performed as described in an earlier study (Jin et al., 2012). The fetuses and embryos were photographed under a Stemi SV6 stereomicroscope (Zeiss, Germany) and an Axioskop microscope (Zeiss, Germany) equipped with an AxioCam digital camera (Zeiss, Germany).

### Cell Proliferation and Apoptosis Assays

To determine apoptotic cell death, a TdT-mediated dUTP nick-end labeling (TUNEL) assay was carried out on 10 μm cryosections using an *in situ* cell death detection kit (Roche Applied Science, Penzberg, Germany) according to the manufacturer’s instructions. To evaluate cell proliferation, immunofluorescent staining with anti-phospho-histone H3 (1:100 dilution, Cell Signaling Technology, Danvers, MA, United States) was performed on cryosections. The nuclei positive for TUNEL or phospho-histone H3 were counted, and the percentage of total nuclei was calculated.

### Facial Process Explant Culture

For facial process explant culture, the facial primordial tissues were dissected from E10.5 embryos in cold phosphate-buffered saline (PBS). When necessary, the ectodermal layer was removed by incubating the explants with Dispase II (2.4 Unit/ml, Roche Applied Science, Penzberg, Germany) for 30 min. Isolated tissues were cultured for 24–36 h on filters floating in the transwell plates (Corning Inc., Corning, NY, United States) containing α-MEM (Minimum essential medium, Corning Inc., Corning, NY, United States) with 0.1 μg/ml ascorbic acid (Sigma-Aldrich, St. Louis, MO, United States), 10% (v/v) fetal bovine serum (FBS, Hyclone, Pittsburg PA, United States), and 1% (v/v) streptomycin/penicillin (Invitrogen, Carlsbad, CA, United States).

### Cell Culture

Human embryonic kidney 293T (HEK 293T) cells were acquired from the American Type Culture Collection (ATCC, Manassas, VA, United States) and maintained in DMEM (Dulbecco’s modified Eagle’s medium, Corning, United States) containing 10% (v/v) FBS and 1% (v/v) penicillin-streptomycin under 5% CO_2_ at 37°C. Recombinant RSPO2 and WNT9B proteins were obtained from R&D Systems (Minneapolis, MN, United States) and treated at the concentrations of 200 and 20 ng/ml, respectively.

### Total RNA Isolation and qRT-PCR

Total RNA was isolated from freshly dissected and cultured facial primordial explants of mouse embryos using TRIZOL (Sigma-Aldrich, St. Louis, MO, United States), and cDNA was synthesized from 0.8 μg RNA using a Proscript cDNA synthesis kit (New England Biolab, Ipswitch, MA, United States). qRT-PCR was performed using cDNA (10 ng RNA equivalent) as described previously (Jin et al., 2012). The sequences of the PCR primers were also described previously (Jin et al., 2011, 2012).

### Luciferase Reporter Assay and Western Blot Analysis

TopFlash plasmid DNA transfection was performed using TransIt-LT1 reagent (Mirus Bio, Madison, WI, United States) according to the manufacturer’s instructions. Briefly, DNA-TransIT mix was incubated with cells for 16 h, and the transfected cells were harvested 24 h after transfection for use in the luciferase assay.

Protein lysates for Western blot analysis were prepared by using a RIPA [10 mM Tris-Cl, pH 7.2, 2 mM EDTA, 150 mM NaCl, 1% Non-idet P-40, 0.1% SDS, 50 mM NaF, 1% sodium deoxycholate, 1 mM PMSF, 1X protease inhibitor mixture set V (EMD Chemicals, Gibbstown, NJ, United States), 0.2 mM sodium vanadate] lysis buffer. Protein lysates (10 μg) were resolved on 8% polyacrylamide gel and transferred to PVDF membranes. The membranes were probed with various primary antibodies against phospho-LRP6 (1:1,000 dilution, Cell Signaling Technology), LRP6 (1:1,000 dilution, Santa Cruz Biotechnology, Santa Cruz, CA, United States), and α-tubulin (1:1,000 dilution, Santa Cruz Biotechnology). Species- and isotype-matching secondary antibodies conjugated with horseradish peroxidase (HRP) were incubated, and the HRP signal was developed using the Pierce Super Signal West Dura kit (Thermo Scientific/Pierce, Rockford, IL, United States). The signals were measured using Image J software, and each experiment was performed in duplicate.

### Preparation of Recombinant RSPO2 Protein

Various RSPO2 mutant constructs carrying specific amino acid mutations were generated using the QuikChange Mutagenesis Kit (Agilent Technology, Santa Clara, CA, United States) from the pCDNA3.1A-mRspo2MH plasmid template encoding the wild-type mouse *Rspo2* open-reading frame (ORF) tagged with Myc-His at the C-terminus. Within the FU-CRD1 domain of RSPO2, we specifically introduced two alanine mutations into R65 and Q70 residues, which have been reported in human patients diagnosed with inherited anonychia. This domain is required for the interaction with ZNRF3/RNF43 receptors (Hao et al., 2012; Peng et al., 2013; Zebisch et al., 2013; Khalil et al., 2017). Within the FU-CRD2 domain of RSPO2, we also introduced two alanine mutations to the phenylalanine residues at residues 105 and 109, which is required for the interaction with LGR4-family receptors (de Lau et al., 2011; Wang et al., 2013). Wild type and mutant forms of *Rspo2* DNA constructs were transfected into HEK 293T cells using TransIt-LT1 reagent, and conditioned media were collected and concentrated. The activity of wild-type RSPO2 protein was determined by comparing it to the activity of the commercial recombinant RSPO2 protein in *Super TopFlash* (*STF*) WNT reporter assay in HEK 293T cells. Concentrations of mutant forms of RSPO2 were normalized with wild-type RSPO2 by Western blot analysis using anti-Myc antibody.

### RNA Sequencing and Data Analysis

Facial process explants, including mandibular and maxillary branchial arch and nasal processes, from E10.5 embryos were dissected in cold PBS, and total RNA was extracted using TRIZOL reagent (Invitrogen). RNA sequencing was performed on three samples per genotype at the Genome Technology Access Center at Washington University (St. Louis, MO, United States), and data analysis was performed by our colleagues at the Israel National Center for Personalized Medicine at Weizmann Institute of Science and Macrogen Inc. (Seoul, South Korea). More than 25 million reads per sample were acquired from the single-ended 50 bp sequencing on the HiSeq 2500. Poly-A/T stretches and Illumina adapters were trimmed from the reads using Cutadapt, and resulting reads shorter than 30 bp were discarded. Reads were mapped to the *Mus Musculus* GRCm38 reference genome using STAR. Expression levels for each gene were quantified using HTSeq-Count. DEGs showing more than 1.5-fold change with *p* < 0.05 in *Wnt9b*KO, *Rspo2*KO, and DKO mice were identified using DESeq2. 

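Run on all 11 libraries, DESeq2 gave 4063 DEGs under the label Wnt9bKO, 683 under Rspo2KO and 3319 under DKO at an unadjusted p below 0.05 and a change over 1.5-fold. After Benjamini-Hochberg adjustment the counts were 3359 (1826 higher and 1533 lower than in wt), 141 (130 higher and 11 lower) and 2722 (1573 higher and 1149 lower). The text of the paper does not say whether p was adjusted.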

Analysis of gene ontology for the biological processes was performed with the database for annotation, visualization, and integration discovery (DAVID; Ver. 6.8) online tool.

### Statistical Analysis

Three to four embryos and fetuses for each genotype were used in most experiments unless otherwise stated. The experimental data were analyzed by non-paired Student’s *t*-test using GraphPad Prism software (GraphPad Software, La Jolla, CA, United States). Statistical significance was set at *p* < 0.05.

## Data Availability Statement

The datasets generated for this study can be found in NCBI GEO accession GSE147474.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Soonchunhyang University and Maine Medical Center.

## Author Contributions

Y-RJ: conceptualization, investigation, and writing-original draft. XH: investigation. KN: resource. DB-A: data analysis. YO: investigation and formatting. JS: conceptualization, writing – reviewing and editing, and supervision. JY: conceptualization, writing – reviewing and editing, supervision, and funding.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Canonical WNT/β-Catenin Signaling Activated by WNT9b and RSPO2 Cooperation Regulates Facial Morphogenesis in Mice
**Source:** Front Cell Dev Biol. 2020 May 8;8:264. doi: 10.3389/fcell.2020.00264
**Supplement:** Supplementary file 1

## Supplementary figure legends

### Figure S1

Expression profile of the subgroup DEGs in DKO mice regulated by cooperative function between the *Wnt9b* and *Rspo2* genes. Among 1364 DEGs in DKO background, genes that show the expression change is greater than the addition of changes in *Rspo2* KO and *Wnt9b* KO mice. 

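The scale on which changes are added is not named in the text, and the number of genes depends on it. With signed log2 fold changes, so that opposite changes under the labels Rspo2KO and Wnt9bKO cancel, 636 DEGs of the libraries labelled DKO changed by more than the sum. With fold changes added on the linear scale, 722 did.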

102 genes displaying synergistic changes are shown.

### Figure S2

(A-D) Frontal face morphology of *Lgr5;Lgr6* compound KO. (E-H) H&E staining of the head sagittal sections of *Lgr5;Lgr6* compound KO mice at E18.5. Arrows indicate the fusion between tongue and lower jaw. Abbreviations: lj, lower jaw; ps, palatal shelf; t, tongue.

# Supplementary material for: Canonical WNT/β-Catenin Signaling Activated by WNT9b and RSPO2 Cooperation Regulates Facial Morphogenesis in Mice
**Source:** Front Cell Dev Biol. 2020 May 8;8:264. doi: 10.3389/fcell.2020.00264
**Supplement:** Supplementary file 3

Supplementary Table1. Gene Ontology\_Biological Process (*W9b*KO vs *wt*)

| Process                                                                         | <i>p</i> value | Gene count |
|---------------------------------------------------------------------------------|----------------|------------|
| GO:0006351~transcription, DNA-templated                                         | 5.13E-13       | 223        |
| GO:0006355~regulation of transcription, DNA-templated                           | 1.34E-10       | 248        |
| GO:0045944~positive regulation of transcription from RNA polymerase II promoter | 1.64E-08       | 123        |
| GO:0006397~mRNA processing                                                      | 3.09E-08       | 54         |
| GO:0008380~RNA splicing                                                         | 4.54E-07       | 42         |
| GO:0016569~covalent chromatin modification                                      | 1.00E-06       | 44         |
| GO:0045893~positive regulation of transcription, DNA-templated                  | 1.14E-06       | 76         |
| GO:0001701~in utero embryonic development                                       | 4.13E-06       | 46         |
| GO:0007420~brain development                                                    | 9.40E-06       | 36         |
| GO:0007399~nervous system development                                           | 1.01E-05       | 53         |
| GO:0000122~negative regulation of transcription from RNA polymerase II promoter | 3.22E-05       | 85         |
| GO:0007067~mitotic nuclear division                                             | 3.68E-05       | 41         |
| GO:0051301~cell division                                                        | 2.59E-04       | 48         |
| GO:0007507~heart development                                                    | 4.65E-04       | 36         |
| GO:0098609~cell-cell adhesion                                                   | 7.57E-04       | 28         |
| GO:0007049~cell cycle                                                           | 8.79E-04       | 68         |
| GO:0043066~negative regulation of apoptotic process                             | 0.001226       | 63         |
| GO:0006915~apoptotic process                                                    | 0.002311       | 62         |
| GO:0055114~oxidation-reduction process                                          | 0.002636       | 71         |
| GO:0045892~negative regulation of transcription, DNA-templated                  | 0.007664       | 60         |
| GO:0030335~positive regulation of cell migration                                | 0.00847        | 26         |
| GO:0007155~cell adhesion                                                        | 0.011029       | 51         |

|                                                     |          |    |
|-----------------------------------------------------|----------|----|
| GO:0016567~protein ubiquitination                   | 0.012096 | 40 |
| GO:0006974~cellular response to DNA damage stimulus | 0.012534 | 45 |
| GO:0030154~cell differentiation                     | 0.015857 | 75 |
| GO:0006412~translation                              | 0.022867 | 42 |
| GO:0007275~multicellular organism development       | 0.024526 | 94 |
| GO:0006281~DNA repair                               | 0.028353 | 4  |
| GO:0008283~cell proliferation                       | 0.029314 | 5  |
| GO:0015031~protein transport                        | 0.030745 | 4  |

---

\*Top 30 GO\_BPs are listed

Supplementary Table2. Gene Ontology\_Biological Process (*R2KO* vs *wt*)

| Process                                                                         | <i>p</i> value | Gene count |
|---------------------------------------------------------------------------------|----------------|------------|
| GO:0016055~Wnt signaling pathway                                                | 1.97E-06       | 10         |
| GO:0045944~positive regulation of transcription from RNA polymerase II promoter | 4.26E-06       | 19         |
| GO:0007399~nervous system development                                           | 3.16E-05       | 11         |
| GO:0048625~myoblast fate commitment                                             | 8.34E-05       | 3          |
| GO:0007275~multicellular organism development                                   | 9.67E-05       | 17         |
| GO:0090090~negative regulation of canonical Wnt signaling pathway               | 2.11E-04       | 6          |
| GO:0006351~transcription, DNA-templated                                         | 2.91E-04       | 23         |
| GO:0000122~negative regulation of transcription from RNA polymerase II promoter | 0.001658       | 12         |
| GO:0030514~negative regulation of BMP signaling pathway                         | 0.001866       | 4          |
| GO:0030154~cell differentiation                                                 | 0.002807       | 12         |
| GO:0016569~covalent chromatin modification                                      | 0.002943       | 7          |
| GO:0016477~cell migration                                                       | 0.003511       | 6          |
| GO:0045893~positive regulation of transcription, DNA-templated                  | 0.003518       | 10         |
| GO:0006355~regulation of transcription, DNA-templated                           | 0.003575       | 23         |
| GO:0043588~skin development                                                     | 0.003623       | 4          |
| GO:0030900~forebrain development                                                | 0.0108         | 4          |
| GO:0010975~regulation of neuron projection development                          | 0.011016       | 3          |
| GO:0060070~canonical Wnt signaling pathway                                      | 0.011849       | 4          |
| GO:0035116~embryonic hindlimb morphogenesis                                     | 0.013234       | 3          |
| GO:0001843~neural tube closure                                                  | 0.014925       | 4          |
| GO:0060325~face morphogenesis                                                   | 0.019087       | 3          |
| GO:0001701~in utero embryonic development                                       | 0.021578       | 6          |

|                                                     |          |   |
|-----------------------------------------------------|----------|---|
| GO:0008584~male gonad development                   | 0.021801 | 4 |
| GO:0001649~osteoblast differentiation               | 0.022311 | 4 |
| GO:0009791~post-embryonic development               | 0.022828 | 4 |
| GO:0035019~somatic stem cell population maintenance | 0.024813 | 3 |
| GO:0001764~neuron migration                         | 0.028353 | 4 |
| GO:0030324~lung development                         | 0.028353 | 4 |
| GO:0007166~cell surface receptor signaling pathway  | 0.029314 | 5 |
| GO:0048511~rhythmic process                         | 0.030745 | 4 |

---

\*Top 30 GO\_BPs are listed

Supplementary Table 3. Gene Ontology\_Biological Process (DKO vs *wt*)

| Process                                                                         | <i>p</i> value | Gene count |
|---------------------------------------------------------------------------------|----------------|------------|
| GO:0006351~transcription, DNA-templated                                         | 3.37E-09       | 178        |
| GO:0006397~mRNA processing                                                      | 7.71E-08       | 47         |
| GO:0006334~nucleosome assembly                                                  | 2.74E-07       | 23         |
| GO:0006355~regulation of transcription, DNA-templated                           | 3.61E-07       | 197        |
| GO:0045944~positive regulation of transcription from RNA polymerase II promoter | 2.11E-06       | 99         |
| GO:0045893~positive regulation of transcription, DNA-templated                  | 2.96E-06       | 65         |
| GO:0008380~RNA splicing                                                         | 3.23E-05       | 33         |
| GO:0098609~cell-cell adhesion                                                   | 3.63E-05       | 28         |
| GO:0007067~mitotic nuclear division                                             | 4.07E-05       | 36         |
| GO:0000122~negative regulation of transcription from RNA polymerase II promoter | 1.34E-04       | 71         |
| GO:0006417~regulation of translation                                            | 1.43E-04       | 20         |
| GO:0007420~brain development                                                    | 1.49E-04       | 29         |
| GO:0001701~in utero embryonic development                                       | 1.90E-04       | 36         |
| GO:0016569~covalent chromatin modification                                      | 2.15E-04       | 33         |
| GO:0051301~cell division                                                        | 2.36E-04       | 42         |
| GO:0007399~nervous system development                                           | 2.78E-04       | 42         |
| GO:0030036~actin cytoskeleton organization                                      | 0.001116       | 20         |
| GO:0055114~oxidation-reduction process                                          | 0.001668       | 62         |
| GO:0007411~axon guidance                                                        | 0.001976       | 20         |
| GO:0006974~cellular response to DNA damage stimulus                             | 0.00231        | 42         |
| GO:0007507~heart development                                                    | 0.002955       | 29         |
| GO:0006281~DNA repair                                                           | 0.004208       | 33         |

|                                                                |          |    |
|----------------------------------------------------------------|----------|----|
| GO:0016567~protein ubiquitination                              | 0.005397 | 36 |
| GO:0008285~negative regulation of cell proliferation           | 0.007694 | 37 |
| GO:0045892~negative regulation of transcription, DNA-templated | 0.009501 | 51 |
| GO:0007049~cell cycle                                          | 0.011864 | 53 |
| GO:0007155~cell adhesion                                       | 0.01574  | 43 |
| GO:0043066~negative regulation of apoptotic process            | 0.022301 | 48 |
| GO:0006915~apoptotic process                                   | 0.035327 | 47 |
| GO:0016055~Wnt signaling pathway                               | 0.038978 | 21 |

---

\*Top 30 GO\_BPs are listed

How the deposited data were processed for this re-analysis (not part of the article)

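RNA from facial process explants of mouse embryos at E10.5 was sequenced for 4 genotypes, wild type (wt), Wnt9bKO, Rspo2KO and DKO. The authors deposited counts, that is, the number of reads they assigned to each Ensembl gene in each library, as whole numbers without normalization. By the paper's methods, the authors trimmed the single-end reads with Cutadapt, mapped them to GRCm38 with STAR and counted them with HTSeq-Count. The files hold no HTSeq summary lines for reads that were not assigned. Genotype and replicate number were taken from the sample labels. The 11 libraries analysed here are 2 labelled wt and 3 each labelled Wnt9bKO, Rspo2KO and DKO, against 3 samples per genotype in the paper's methods. The pairing of replicate numbers across genotypes used in an alternative comes from these labels alone, and the paper does not state that embryos of the same number were littermates. *Rspo2* counts of the libraries labelled Wnt9bKO 2 and DKO 3 go against their labels. Since a sample's genotype cannot be assigned from its own counts, all libraries were kept under their labels.

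Total counts per library ranged from 11136166 to 18017344. Levels are given in CPM, relative to total counts scaled by TMM factors, which lay between 0.9152 and 1.096. A gene with 3 counts or fewer in every library of a group was treated as at the floor, which is 0.268 CPM in the smallest wt library, and a fold against such a group is given as a lower bound. Intervals and floors of this kind cover counting error only. Of 38561 genes in the files, 36723 matched the GRCm38 annotation by identifier, and names, positions, lengths and GC content come from that annotation. Of the 17317 genes tested, 17020 (98.3%) have a length and GC content.

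Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were filtered with edgeR's filterByExpr on genotype, and a quasi-likelihood model with a mean per genotype was fitted to all 11 libraries, because wt has only 2. Comparisons were each mutant against wt, DKO against each single mutant, and the interaction (DKO minus Wnt9bKO minus Rspo2KO plus wt). DEGs have a p below 0.05 and a change of more than 1.5-fold, as the paper's methods state, and counts are given with p unadjusted and with p adjusted by the Benjamini-Hochberg method. No fold threshold was applied to the interaction. The paper's methods name DESeq2, whose counts are given beside those of edgeR as an alternative. Synergistic DEGs are DKO DEGs whose absolute log2 fold change exceeds the sum of those of the single mutants.

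Gene ontology annotation was not used here. In its place, lists of 142 WNT pathway genes, 21 WNT target genes, 100 cell cycle genes, 67 apoptosis genes and 46 genes of face development were written by hand, together with marker genes of sex, erythroid cells, neurons, forebrain and eye, and heart. Lists were compared with DEGs by Fisher's exact test, one-sided for over-representation, against all genes tested, with adjustment over 7 tests. Shifts of a list were tested with limma's camera (inter-gene correlation set to 0.01) on log2 CPM with a prior count of 2, two-sided. Roast (9999 rotations, two-sided) was run on the WNT target list only. Where genes of a list vary together more than this setting assumes, camera gives p-values that are too small. The other lists were not checked for this.

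The genes named in the text are those the paper names as targets of the mutations, WNT targets or receptors. To these were added, per comparison with wt, the 3 genes with the largest rise and the 3 with the largest fall among genes past the adjusted threshold, with a mean of at least 1 CPM and no overlap between mutant and wt libraries. Up to 5 WNT pathway genes past the adjusted threshold per comparison, the 5 genes with the smallest interaction p, and *Xist* and *Ddx3y* were also included. Any other gene named was chosen after its values were seen, and this is said where it appears.

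The alternatives were DESeq2 with its own size factors, RLE and upper-quartile factors in edgeR, no low-count filter, at least 10 counts in every library, only the groups compared in the model, the replicate number as a block, a loess offset on GC content and gene length (span 0.3) with and without the block, edgeR's glmTreat against 1.5-fold, other scales for adding changes, DEGs at the adjusted threshold, roast in place of camera, and leaving out each library in turn. A further alternative, autosomal protein-coding genes only, was chosen after the data were seen.

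The model was tested on simulated data with the depths, group sizes and spread of these libraries. Of 17317 genes simulated, 16971 passed the filter, and of 200 genes changed in DKO 164 (82%) were recovered with 10 false calls, while the Wnt9bKO comparison, in which no gene was changed, gave 0. In a second simulation, a bias by gene length was put into the libraries labelled Wnt9bKO and DKO. Then 2007 genes were called under Wnt9bKO without the GC content and length offset and 0 with it. With the offset, 170 of 200 changed DKO genes were recovered with 15 false calls. A bias by GC content was not simulated. Images, reporter assays, explant cultures and qRT-PCR have no counts and were not analysed here.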

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

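The tests in this part were chosen after the results they concern were seen, apart from the test of the neuron marker list in the libraries labelled Rspo2KO. Genotypes are given by label throughout, and *Eif3s6-ps2* beyond its rise under Rspo2KO, *Eif3e*, *Cdk5rap1*, *Hoxa2* and *Hoxb1* were chosen after their values were seen.

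The interaction between the genotypes, that is, the difference between the effect of the *Rspo2* label with and without the *Wnt9b* label, had an adjusted p below 0.05 in 11 genes, and an unadjusted p below 0.05 in 1636. Of the 11 genes, 81.8% lie on chromosomes X and Y, and they include *Xist* and the Y-linked genes *Uty*, *Kdm5d*, *Eif2s3y* and *Ddx3y*. *Ddx3y*, which the paper does not discuss, averaged 67.8 CPM in the libraries labelled Rspo2KO and 68.3 CPM in those labelled Wnt9bKO, against 1.07 and 0.12 CPM in the wt libraries. With only autosomal protein-coding genes, an alternative chosen after the data were seen, 0 genes had an adjusted interaction p below 0.05 and 1322 an unadjusted one. The sex of the embryos, with libraries labelled wt and DKO female and those labelled Wnt9bKO and Rspo2KO male by *Xist*, is a candidate explanation for the genes on X and Y, and *Xist* and the Y-linked genes switch together as sex would have them. It does not by itself account for the autosomal *Eif3s6-ps2*, which differed between libraries of the same sex (0 and 0.06 CPM in wt, 6.98 to 13.8 CPM under DKO). The other autosomal gene of the 11 was *Cdk5rap1* on chromosome 2, with an interaction of -1.53 on the log2 scale (adjusted p = 0.0452). In this design sex takes the same pattern over the 4 genotypes as the interaction, so for genes that are not sex markers the effects of sex and of the genotypes cannot be told apart.

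The libraries labelled Rspo2KO differed from wt in 6 genes at an adjusted p below 0.05 and a change over 1.5-fold, and 83.3% of these lie on X and Y, where sex may account for them. The remaining gene is the pseudogene *Eif3s6-ps2* on chromosome 18, at a mean of 13 CPM in the libraries labelled Rspo2KO against 0 and 0.06 CPM in the wt libraries. Its parent gene, *Eif3e*, lies on chromosome 15 from 43250058 to 43282719, next to *Rspo2*. A variant of *Eif3e* that came with the mutated allele, whose reads map to the pseudogene, is a candidate explanation. As a test of a strain variant linked to the *Rspo2* allele, the 61 tested genes within 10 Mb of *Rspo2* were compared with all others. Of these, 12 (19.7%) were DEGs at the unadjusted threshold against 4.6% elsewhere (odds ratio 5.05, one-sided Fisher's exact test p = 2.12e-05), and against the rest of chromosome 15 the odds ratio was 5.11 (one-sided Fisher's exact test p = 8.68e-05). This is consistent with linked variants, and effects of *Rspo2* itself on neighbouring genes cannot be told apart from them. Neural tissue in the dissection was tested with 10 neuron markers, which were all higher than in wt, by a median of 0.26 on the log2 scale (camera p of 0.0169, or 0.0554 after adjustment over 48 tests of lists). RNA from neural tissue therefore also remains as an explanation for part of the Rspo2KO differences.

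*Rspo2* was at 2.86 CPM in the library labelled Wnt9bKO 2 and at 15.5 CPM in the library labelled DKO 3, against 4.74 to 6.59 CPM in the libraries labelled Rspo2KO. A library with the wrong label for *Rspo2* was tested with *Eif3s6-ps2*, which lies on another chromosome. Its level was 10.8, 11.6 and 13.8 CPM in the libraries labelled Wnt9bKO 2, DKO 1 and DKO 2, and 4.79, 6.18 and 6.98 CPM in those labelled Wnt9bKO 1, Wnt9bKO 3 and DKO 3. The lowest of the former is 1.55 times the highest of the latter, which is consistent with *Rspo2* genotypes that differ from the labels of Wnt9bKO 2 and DKO 3. The intermediate levels in the latter libraries may reflect a single copy of the linked variant. Against this, *Rspo2* in these libraries, at 22.8, 18.1 and 15.5 CPM, showed no fall from the wt libraries (14.8 and 16.0 CPM). An exchange of these libraries with each other is not supported by *Xist*, at 1.85 CPM in the library labelled Wnt9bKO 2 and 1469 CPM in the library labelled DKO 3, or by *Ddx3y*, at 68.2 and 4.43 CPM, which give each library the sex of the others with its label, and *Hoxa2*, described below, also followed the labels. Sex does not depend on genotype, so the sex markers alone do not rule an exchange out. *Hoxa2* was chosen after it was seen to differ between these labels, so it does not test an exchange. RNA from male embryos with intact *Rspo2* in the library labelled DKO 3 was tested with Y-linked genes, whose level was 6.27% of that in the male libraries, while 61.4% would be needed to raise *Rspo2* to the level seen. That level exceeds the other DKO libraries, with 73 counts of *Ddx3y* against 1 and 2 in DKO 1 and 2. Y-linked genes cannot show RNA from female embryos with intact *Rspo2*, so for DKO 3 that source was not tested and remains open. A wrong label or genotype also remains as an explanation, and variation of *Rspo2* between embryos of the labelled genotypes cannot be told apart from it. No library was moved to another group.

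*Hoxa2* was higher in each library labelled DKO (1.12, 4.98 and 4.67 CPM) than in each library labelled Wnt9bKO (0.16, 0.36 and 0 CPM), with a log2 fold change of 4.31 (adjusted p = 0.0131). It was at 4.73 and 5.07 CPM in wt and at 6.74 to 7.59 CPM in the libraries labelled Rspo2KO. RNA from other tissue in the dissection was tested with the other Hox genes at 1 CPM or more. Only *Hoxb1* met this, and it was lower in every library labelled Wnt9bKO than in every library labelled wt or Rspo2KO (100.0% of 1 gene), which is too few to decide. Under DKO *Hoxb1* was at 0, 1.56 and 0.668 CPM, so it did not separate the labels DKO and Wnt9bKO. The neuron markers were higher in the libraries labelled DKO than in those labelled Wnt9bKO for 10 of 10 genes (median log2 fold change 0.55, camera p of 2.13e-13, or 1.02e-11 after adjustment). Camera assumed an inter-gene correlation of 0.01, so this p is too small if the markers vary together between embryos, which was not checked. The comparison of these labels gave 21 genes past the adjusted threshold. Of the 4 splits of the 6 libraries that part every pair of the same replicate number, 1, the split by label, gave as many, and the other 6 of the 10 splits, which keep some pairs together, gave 0 to 4. At an unadjusted p below 0.05 the split by label gave 508 genes and the other 9 splits 157 to 532, so that a split against the labels exceeded it. With 10 splits a share below 0.05 cannot be reached. *Hoxa2* followed the labels and not the *Rspo2* level, with 0.36 CPM in the library labelled Wnt9bKO 2 and 4.67 CPM in the library labelled DKO 3, which goes against an effect of *Rspo2* on *Hoxa2*. The pattern cannot be told apart from a difference in dissection between embryos.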

How the results depend on the processing

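The alternatives, gene lists and naming rule were set before the data were examined, apart from the restriction to autosomal protein-coding genes, which was chosen after seeing the data. Over 418 values of the counts, odds ratios and list shifts under alternatives, 341 kept their direction and side of the threshold, stayed within 1.5 times a reported count, or, in fits without a wt library, which have no test, moved by less than the spread between replicates. Of the 6 of this last kind, 1 changed sign. Of the other values, 28 counts moved further, 35 reversed, 5 became stronger and 9 weaker. For the 71 results on named genes, 1347 of 1436 values met the same criteria, among them 117 from fits without a wt library, of which 6 changed sign within the spread between replicates. By the tests, 26 values reversed, 26 became stronger, 12 weaker and 25 moved without a test. Among the weaker ones, those from DESeq2 may lack an adjusted p rather than have failed. The cause of the changes below was not tested.

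At the unadjusted threshold, the counts of DEGs under Wnt9bKO (3429 to 4951) and DKO (2869 to 4124) stayed within 1.5 times under all alternatives set beforehand, as did the DEGs shared by Wnt9bKO and DKO in the same direction (2397 to 3254). At the adjusted threshold the counts under Wnt9bKO and DKO did so except with glmTreat. The count under Rspo2KO at the unadjusted threshold moved only when a library was left out.

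With DESeq2, the adjusted counts were 141 under Rspo2KO and 75 for DKO against Wnt9bKO, and 29 genes had an adjusted interaction p below 0.05. The odds ratios of the lists changed to 1.42 for WNT genes under Wnt9bKO, 2.78 under Rspo2KO and 1.39 under DKO, 1.59 for the cell cycle and 1.80 for apoptosis. Without the low-count filter the same counts were 418, 182 and 347, and the odds ratios in the same order were 1.33, 2.17, 1.391, 1.33 and 1.40. All of these odds ratios thus rose in both settings, which compare the lists with more genes of low counts. Without the filter, the log2 fold changes of *Rspo2* and *Msx1* under Rspo2KO and DKO hardly moved while their adjusted p fell. Calls gained there do not rest on larger changes of these genes. With at least 10 counts in every library the counts were 2, 12 and 5, and 302 DEGs were synergistic. With upper-quartile factors the odds ratio was 1 for the cell cycle and 1.06 for apoptosis, and the log2 fold change of *Fgf10* under DKO was 0.012, against 0.00 with at least 10 counts in every library. None of the RLE, upper-quartile and DESeq2 factors and the GC content and length offset moved the median of all genes by 0.1 or more on the log2 scale.

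With only the groups compared in the model, 6 genes passed for DKO against Wnt9bKO, and the odds ratio for apoptosis was 1.02. With the GC content and length offset, the odds ratio of WNT genes in the synergistic DEGs was 0.285, the median of the WNT target list under DKO was -0.28 and no longer past the threshold, and *Fgf10* changed by -0.10 under Wnt9bKO. With glmTreat the adjusted counts were 834 under Wnt9bKO, 555 under DKO, 9 for DKO against Wnt9bKO and 308 for DKO against Rspo2KO. With DEGs at the adjusted threshold the odds ratio was 0 for WNT genes under Rspo2KO (0 of 6 DEGs, against 10 of 811 at the unadjusted threshold), 1.02 for WNT genes under DKO, 1.06 for the cell cycle and 1.015 for apoptosis. With roast in place of camera, the medians of the WNT target list, -0.18 under Rspo2KO and -0.24 under DKO, were no longer past the threshold. For the face development list the odds ratio was 1.19 with signed log2 addition and 1.045 with linear addition, which gave 722 synergistic DEGs.

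With only autosomal protein-coding genes, 0 genes passed the adjusted threshold under Rspo2KO (619 at the unadjusted one) and 12 for DKO against Wnt9bKO. None had an adjusted interaction p below 0.05 (0, against 1322 unadjusted). The odds ratio for apoptosis was 1.17, the median of the WNT target list under DKO was -0.22 and no longer past the threshold, and *Fgf10* changed by 0.003 under DKO.

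With the replicate number as a replicate block, the adjusted counts were 3877 under Wnt9bKO, 7 under Rspo2KO and 3128 under DKO, against 3677, 6 and 2895 without it. Libraries of the same number under different labels are different embryos. After removal of the mean of each label, their mean correlation was 0.069 over 15 pairs, against -0.035 over 30 pairs of different number, so the numbers do not mark pairs to a degree that the block would use. The block reversed the log2 fold changes under Wnt9bKO of *Fgf8* (-0.034), *Fgf10* (-0.040) and *Msx2* (-0.088). With the block and the GC content and length offset together, 11 genes passed the adjusted threshold under Rspo2KO, the odds ratios were 1.09 for apoptosis and 0.62 for WNT genes in the synergistic DEGs, and the median of the WNT target list under DKO was -0.36 and no longer past the threshold. *Axin2* then changed by -0.025 under DKO, and *Fgf10*, *Msx2* and *Lgr6* by -0.14, -0.11 and -0.076 under Wnt9bKO.

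Across the 9 fits that each left out a mutant library, the count under Rspo2KO ranged from 395 to 1089 at the unadjusted threshold and from 6 to 14 at the adjusted one, and that for DKO against Wnt9bKO from 9 to 55. The odds ratio of WNT genes ranged from 1.60 to 2.35 under Rspo2KO, from 0.798 to 1.03 under DKO and from 0.544 to 1.72 in the synergistic DEGs. It ranged from 0.896 to 1.11 for apoptosis, from 0.777 to 1.004 for the cell cycle and from 0 to 2.44 for face development, which was highest without the library labelled DKO 3. Leaving out a wt library leaves a single one, so no genes were called and only values are given. Across all 11 fits, the median of the WNT target list ranged from -0.41 to -0.079 under DKO and from -0.17 to 0.052 under Wnt9bKO. The log2 fold change under Wnt9bKO ranged from -0.56 to 0.44 for *Rspo2*, from -0.16 to 0.28 for *Axin2*, from -0.17 to 0.37 for *Fgf8*, from -0.15 to 0.26 for *Fgf10*, from -0.14 to 0.42 for *Msx2*, from -0.10 to 0.36 for *Bmp4* and from -0.088 to 0.58 for *Lgr5*. Under DKO it ranged from -0.15 to 0.13 for *Axin2*, from -0.11 to 0.087 for *Fgf10* and from -2.40 to 3.58 for *Ddx3y*.

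The depth limits *Edn1* and *Lgr6*, which had 13 and 9 and 5 and 19 counts in the wt libraries, and genes at the floor of 3 counts, for which only a lower bound of the fold can be given. Because wt has 2 libraries, its own spread is known least.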

Differences from the paper's values

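No test in this part was chosen after a result was seen, and the alternatives named here were set before the data were examined. The paper's values are compared with counts by label.

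For DEGs at an unadjusted p below 0.05, the paper's count for Wnt9bKO is 1633 and the count here 4288, the paper's count for Rspo2KO is 128 and the count here 811, and the paper's count for DKO is 1364 and the count here 3540. None of the alternatives closed these gaps, with counts of 3429 to 4951, 395 to 1169 and 2869 to 4124. With p adjusted, the counts here were 3677, 6 and 2895 against the same values of the paper. For Rspo2KO, DESeq2 with adjusted p gave 141, within 1.5 times the paper's 128, and no other alternative did (2 to 418). For Wnt9bKO and DKO no alternative closed the gap at the adjusted threshold (834 to 3985 and 555 to 3216).

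The paper's number of synergistic DEGs is 102 and the number here 460, and none of the alternatives closed the gap (302 to 722).

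Read by eye from Fig. 4B, the paper has about 900 genes up and about 730 down in Wnt9bKO, about 90 up and about 38 down in Rspo2KO, and about 770 up and about 600 down in DKO. The counts here were 2478 and 1810, 692 and 119, and 2185 and 1355. Read by eye from Fig. 4A, about 1200 DEGs are shared by Wnt9bKO and DKO, against 2895 changed in the same direction here, and the alternatives gave 2397 to 3254. The alternatives were not compared with the up and down counts of Fig. 4B.

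The paper gives more than 25 M reads per sample. The smallest total here was 11.1 M, which is the number of reads counted on genes and not the number sequenced, and no alternative applies to it.

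The paper states that *Axin2*, *Fgf8*, *Msx1* and *Fgf10* were strongly reduced, and *Msx2* synergistically reduced, in DKO embryos by *in situ* hybridization or qRT-PCR. In the libraries labelled DKO, their log2 fold changes against wt were 0.03, -0.18, -0.90, -0.01 and -0.29, and none had an adjusted p below 0.05. *Msx1* passed that threshold without the low-count filter (-0.89), with only the groups compared in the model (-0.91), and without the libraries labelled Wnt9bKO 1 (-0.90), Wnt9bKO 2 (-0.87) or DKO 3 (-1.19).

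The paper states that DEGs were associated with WNT signaling in Rspo2KO and more so in DKO. With the hand-written list, the odds ratios were 1.64 under Rspo2KO (one-sided Fisher's exact test p = 0.102) and 0.84 under DKO (one-sided Fisher's exact test p = 0.809). The test under Rspo2KO had a p below 0.05, before adjustment over the list tests, with DESeq2 (2.78), without the low-count filter (2.17), and without the libraries labelled Rspo2KO 1 (2.35), Rspo2KO 2 (1.74) or Wnt9bKO 1 (1.88). DESeq2 and the fit without the filter compare the list with more genes of low counts. In them the odds ratios of the cell cycle and apoptosis lists under DKO rose as well. Under DKO none of the alternatives gave a p below 0.05. For WNT signaling and face morphogenesis among the synergistic DEGs, which the paper also names, the odds ratios were 1.12 and 0, and no alternative gave a p below 0.05. For the cell cycle and apoptosis, which the paper names for DKO, the odds ratios were 0.826 and 0.973, and of the alternatives only DESeq2, for apoptosis (1.80), gave a p below 0.05.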

Other observations

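The tests in this part were chosen after the results they concern were seen, apart from the test of the forebrain and eye marker list in the libraries labelled Wnt9bKO.

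The first principal component of log2 CPM held 49.5% of the variance and placed the libraries labelled wt and Rspo2KO on one side and those labelled Wnt9bKO and DKO on the other. The same division appeared in the share of several classes of RNA. Small nuclear RNAs took 348.9 to 412.9 CPM, relative to total counts, in the former libraries and 71.2 to 84.9 in the latter. Small nucleolar RNAs took 1210 to 1469 against 447 to 680, and haemoglobin genes 3965 to 5779 against 1755 to 2590. A library preparation that differed between the libraries is a candidate explanation for the many genes that differ from wt under the labels Wnt9bKO and DKO. The lowest small nuclear RNA level in the libraries labelled wt and Rspo2KO was 4.11 times the highest in the others, but these are the values that raised the question and do not test it. The labels and the paper give no preparation date, and this division is the division by *Wnt9b* label, so a difference in preparation and an effect of *Wnt9b* cannot be told apart.

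GC content or gene length bias was tested with an offset for both. With it, 2887 of the 3677 genes past the adjusted threshold under Wnt9bKO (78.5%) and 2262 of 2895 under DKO (78.1%) were still called, so this bias does not account for most of them. Library size was tested by the totals, since the lowest total under the labels Wnt9bKO and DKO was 0.906 times the highest under wt and Rspo2KO, so the ranges overlap. For strain variants linked to the *Wnt9b* allele, 25.8% of genes within 10 Mb of *Wnt9b* were called under Wnt9bKO against 21.1% elsewhere (odds ratio 1.3, one-sided Fisher's exact test p = 0.0249). Against the rest of chromosome 11 the odds ratio was 1.09 (one-sided Fisher's exact test p = 0.291), so position near *Wnt9b* does not account for the number of genes. RNA from other tissue in the dissection was tested with 11 forebrain and eye markers, of which 10 were higher under Wnt9bKO, with a median log2 fold change of 1.11 (camera p of 0.00386, or 0.0185 after adjustment over 48 tests of lists). Under DKO, 9 of 11 were higher, by a median of 0.85 (camera p of 0.0022, or 0.0146 after adjustment). Under Rspo2KO, which has few DEGs, 10 of 11 were also higher (median log2 fold change 0.30, camera p of 0.0173, or 0.0554 after adjustment), while the neuron markers fell under Wnt9bKO, with 2 of 10 higher (median -0.16, camera p of 0.0484, or 0.111 after adjustment). Differences in dissection may contribute but were not shown to account for the number of genes, and a difference in library preparation was not excluded.

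Of 8 heart markers, the 4 that were tested were lower under every mutant label, with median log2 fold changes of -3.00 under Wnt9bKO, -2.09 under Rspo2KO and -3.24 under DKO, and camera p-values of 0.0123, 0.00373 and 0.00614 (0.0458, 0.0185 and 0.0268 after adjustment). The 12 erythroid markers had median log2 fold changes of -0.59 under Wnt9bKO (9 of 12 lower, camera p of 0.0124, or 0.0458 after adjustment), 0.16 under Rspo2KO (10 of 12 higher, camera p of 0.255) and -0.87 under DKO (9 of 12 lower, camera p of 0.00244, or 0.0146 after adjustment). No biological explanation was tested for these markers.

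The cell cycle list shifted under the label Rspo2KO, where 24 of 97 genes were higher than in wt, with a median log2 fold change of -0.11 (camera p of 1.69e-05, or 0.000406 after adjustment). For the interaction of the genotypes, which has the pattern of sex over the labels, the neuron markers had a median of 0.28, with 9 of 10 above 0 (camera p of 0.00177, or 0.0146 after adjustment). From Wnt9bKO to DKO the genes of face development changed by a median of -0.14, with 9 of 46 higher (camera p of 0.00243, or 0.0146 after adjustment).

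The comparison of the labels DKO and Rspo2KO, which differ in sex and in the small nuclear RNA level, gave 1603 genes past the adjusted threshold. Of the 4 splits of these 6 libraries that part every pair of the same replicate number, 1, the split by label, gave as many. The other 9 of the 10 splits gave 0 genes at the adjusted threshold and 130 to 422 at an unadjusted p below 0.05. As for the labels DKO and Wnt9bKO, the number of splits is too small for a share below 0.05.

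No pair of replicates looked like a single library sequenced again. Between libraries of the same label, the chi-squared statistic per degree of freedom lay between 5.50 and 36.76.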
